# Histone lactylation maintains bovine early embryo development via regulating embryonic genome activation

**DOI:** 10.1186/s40104-026-01398-8

**Published:** 2026-04-23

**Authors:** Wenjie Yu, Yi Xia, Wenzhuo Wang, Zhiyuan Yang, Zhengqiu Liu, Xinqi Gan, Mengya Zhang, Beibei Zhou, Yunsheng Li, Yunhai Zhang, Zubing Cao

**Keywords:** Cattle, Embryonic genome activation, Histone lactylation, In vitro fertilization

## Abstract

**Background:**

Early embryo loss is an important factor affecting the reproductive capacity of cattle. Recent studies have revealed that during the process of embryonic genome activation (EGA), epigenetic modification, such as histone lactylation remodeling, is crucial for early embryonic development. However, the effects of histone lactylation on early embryonic development in bovines and the related mechanisms remain unknown. In this study, in vitro fertilized embryos were utilized to investigate the effects of histone lactylation on EGA and early embryo development in cattle.

**Results:**

Histone lactylation, including pan-lysine lactylation, histone H3 lysine 9 lactylation, and histone H3 lysine 18 lactylation, occurred mainly in the nucleus and significantly decreased from the 8-cell stage to the morula stage and increased from the morula stage to the blastocyst stage. Decreased or increased levels of histone lactylation induced by GSKA or sodium lactate supplementation inhibited early bovine embryo development and blastocyst lineage differentiation. Furthermore, single-cell RNA sequencing data and 5-ethynyluridine staining revealed that a reduction in histone lactylation levels altered the expression of genes associated with DNA transcription and RNA polymerase activity, thereby impairing EGA. Importantly, β-nicotinamide mononucleotide rescued the inhibitory effects of GSKA supplementation on bovine EGA and early embryonic development.

**Conclusions:**

Histone lactylation maintains early bovine embryo development by regulating EGA. Our findings provide a theoretical reference for addressing early embryo loss and thereby increasing the reproductive capacity of cattle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-026-01398-8.

## Background

Cattle, as important economic animals, are closely related to livestock production and human life. Beef, milk, and related products play significant roles in improving the dietary structure and health of people. However, low fertility is an important factor affecting the production efficiency and economic benefits of the cattle industry. Studies have shown that early embryo death is the main cause of low fertility [1], with approximately 37% of embryos dying within one week after fertilization [2]. Abnormal embryo development, even death leading to embryo loss during early pregnancy, is a key factor restricting the reproductive capacity and breeding process of cattle.

After the follicle ruptures and ovulation occurs, the mature oocyte combines with the sperm to form a fertilized egg. Approximately 16 h after fertilization, the male and female pronuclei begin to closely fuse, indicating that the normal fertilization process of the embryo is complete, leading to subsequent development [3, 4]. At the early stage of fertilization, embryo development is dependent mainly on maternal mRNA and proteins. As development progresses, the embryonic genome gradually becomes activated and begins to initiate the transcription of its own genes [5]. Studies have shown that the timing of embryonic genome activation (EGA) differs among different species, for example, at the 2-cell embryo stage for mice [6], 8/16-cell embryo stage for cattle [5], 8/16-cell embryo stage for sheep [7], and 4-cell embryo stage for pigs [8]. EGA involves a series of complex events, such as the degradation of maternal factors, the expression of embryo-specific transcription factors, and epigenetic remodeling [9]. Crosstalk between metabolic processes and epigenetic regulation, particularly between lactate and histone lactylation, is essential for EGA and early development [10, 11].

Lactic acid is an indispensable metabolic substrate for early embryonic development. The addition of lactic acid to embryo in vitro culture (IVC) medium can increase the blastocyst rate of somatic cell nuclear transfer embryos by improving early embryo development [12]. Lactic acid is also a key signaling molecule that serves as a substrate for histone lactylation. Lactic acid deficiency leads to the significant suppression of histone H3 lysine 18 lactylation (H3K18la) and the failure of zygotic genome activation, resulting in the arrest of mouse embryo development at the 2-cell stage [13]. Moreover, lactic acid metabolism is disrupted and a significant decrease in the blastocyst rate is caused by reduced pan-lysine lactylation (pan Kla), histone H3 lysine 9 lactylation (H3K9la), and H3K18la modification levels under hypoxic conditions [14]. A previous study revealed that pan Kla occurs within the nucleus of 8-cell embryos during the critical period of EGA and that decreased levels of lactic acid may inhibit the developmental efficiency of bovine embryos [11]. Therefore, studying the function and mechanism of histone lactylation during early bovine embryonic development is highly important.

In this study, we investigated the role and potential mechanism of histone lactylation in early bovine embryonic development. We found that histone lactylation changed dynamically and maintained the process of early embryo development by regulating EGA. This study provides a theoretical basis for addressing the abnormal development of early bovine embryos and represents a theoretical reference for optimizing the bovine reproduction industry.

## Methods

### Chemicals

Unless otherwise stated, all the reagents used were purchased from Sigma/MERCK (Sigma-Aldrich, St. Louis, MO, USA).

### In vitromaturation (IVM) of bovine oocytes

Bovine ovaries were collected from a slaughterhouse, and follicular fluid was collected from 3–8 mm antral follicles. Oocytes that displayed a homogeneous cytoplasm and were packed with a minimum of three layers of cumulus cells were selected with a stereomicroscope and cultured in 400 μL of IVM medium (Tissue Culture Medium 199‌ supplemented with 10% fetal bovine serum (Gibco, Grand Island, NY, USA), 1% penicillin‒streptomycin sulfate, epidermal growth factor (30 ng/mL), follicle-stimulating hormone (10 IU/mL; Ningbo Second Hormone Factory, Ningbo, China), luteinizing hormone (10 IU/mL; Ningbo Second Hormone Factory), and sodium pyruvate (100 mmol/L; Gibco)). Then, the oocytes were cultured in an incubator (CIB-191TX; Suzhou Jiemei Electronic Co., Ltd., Suzhou, China) at 38.5 °C with 5% CO₂ and 5% O₂ for 22–24 h.

### In vitrofertilization (IVF) and embryo IVC

Mature oocytes were subsequently washed three times with prewarmed SOF-FERT solution [15] and then placed in a fertilization dish with 300 μL of IVF medium (IVF Bioscience, Falmouth, UK). A sperm suspension was added to fertilization dishes containing oocytes, followed by incubation at 38.5 °C with 5% CO₂ for 9 to 12 h. The final concentration of sperm was 5 × 10^6^/mL. After fertilization, the cumulus cells were removed by aspiration with a pipette, and potential fertilized eggs containing polar bodies were subsequently selected and transferred to 400 μL of IVC medium (IVF Bioscience) in an incubator at 38.5 °C with 5% CO₂ and 5% O₂.

### Alteration of histone lactylation by sodium lactate (NaLa), GSKA, and β-nicotinamide mononucleotide (NMN)

NaLa was used to specifically increase the level of histone lactylation [16]. A 60% (w/w) NaLa syrup was stored at 4 °C in the dark. Embryos were treated with 0, 5, or 10 mmol/L NaLa. GSKA (MedChemExpress, Shanghai, China) was used to specifically decrease the level of histone lactylation [14]. GSKA was diluted with DMSO to prepare a 200 nmol/L stock solution. Embryos were treated with 0, 100, 150, or 200 pmol/L GSKA. NMN was used to specifically increase the level of histone lactylation [17]. NMN was diluted with DMSO to prepare a 300 mmol/L stock solution. All the stock solutions were aliquoted and stored at −80 °C, with the exception of the NaLa. The concentration of DMSO in the IVC medium was equivalent and less than 0.1% in the different groups. The embryos were continuously cultured in IVC medium with different concentrations of NaLa, GSKA, or NMN after in vitro fertilization.

### Inhibition of DNA replication, RNA synthesis, and protein synthesis using aphidicolin (APD), α-amanitin (α-AMA), and cycloheximide (CHX), respectively

APD (Yuanye, Shanghai, China) was diluted with DMSO to prepare a 3 mg/mL stock solution. APD at 3 μg/mL was used to inhibit DNA replication [18]. α-AMA (MedChemExpress) was diluted with DMSO to prepare a 25 mg/mL stock solution. α-AMA at 25 μg/mL was used to inhibit RNA synthesis [19]. CHX (MedChemExpress) was diluted with DMSO to prepare a 50 mg/mL stock solution. CHX at 50 μg/mL was used to inhibit protein synthesis [20]. All the stock solutions were aliquoted and stored at −80 °C. The concentration of DMSO in the IVC medium was equivalent for and less than 0.1% in the different groups. To inhibit DNA replication, RNA synthesis and protein synthesis, 8-cell embryos were treated with 3 μg/mL APD, 25 μg/mL α-AMA, or 50 μg/mL CHX for 24 h, respectively.

### Immunofluorescence (IF) staining

Embryos were washed with Dulbecco's phosphate-buffered saline (Gibco) supplemented with 0.3% polyvinyl pyrrolidone (DPBS-PVP), fixed with 4% paraformaldehyde and permeabilized with 0.5% Triton X-100 (Solarbio, Shanghai, China) at room temperature. The embryos were then blocked in 2% bovine serum albumin‌ for 1 h at room temperature and incubated with the indicated primary and secondary antibodies. The nuclei were stained with DAPI. Immunofluorescence staining was analyzed using a STELLARIS confocal laser scanning microscope (DMi8; Leica, Wetzlar, Germany). The images were analyzed using ImageJ software (NIH, Bethesda, MD, USA) (https://imagej.net/ij/docs/guide/146-30.html#toc-Subsection-30.2) and based on the methodology described by Ross et al. [21]. In brief, the fluorescence intensity of nucleus was background corrected by dividing by the average of at least three different cytoplasmic areas. The fluorescence levels were quantified as the ratio of nuclear fluorescence intensity to nuclear area. Antibody information is provided in Table S1.

### RNA precursor 5-ethynyluridine (EU) staining assay

Incorporated EU was assayed using a click-iT RNA Alexa Fluor 488 Imaging Kit (Invitrogen, Rochester, NY, USA) in accordance with the manufacturer's instructions. Eight-cell embryos were washed and cultured in prewarmed IVC medium supplemented with 2 mmol/L EU for 1 h. After being washed with DPBS-PVP, the embryos were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.5% Triton X-100 for 20 min at room temperature. Then, the embryos were transferred to a reaction cocktail for 30 min and subsequently washed with reaction rinse buffer once for 5 min. The nuclei were labelled with Hoechst (10 µg/mL; Invitrogen) for 15 min at room temperature. The embryos were analyzed using a confocal laser scanning microscope (DMi8; Leica) and ImageJ (NIH).

### RNA extraction and quantitative real-time reverse transcription polymerase chain reaction (qRT‒PCR)

Eight-cell embryos were washed with DPBS-PVA three times, and RNA was extracted with a RNeasy Plus Micro Kit (QIAGEN, Dusseldorf, Germany) in accordance with the manufacturer’s instructions. A NanoPhotometer N50 (Implen, München, Germany) was used to assess RNA quality and concentration. RNA with an 260/280 optical density (OD) ratio ranging from 1.8 to 2.0 and 260/230 OD ratio higher than 2.0 was used for subsequent experiments. Total RNA (0.1 μg) was synthesized to first-strand cDNA using a reverse transcription kit (Biosharp, Beijing, China), and equal amounts of RNA input were used across samples. SYBR Green (Biosharp) was used for qRT‒PCR. The qRT‒PCR conditions included denaturation at 95 °C for 3 min and 40 cycles of 95 °C for 10 s, 60 °C for 20 s, and 72 °C for 30 s. Each sample was analyzed with *GAPDH* as the reference gene. mRNA expression was quantified using the 2^−ΔΔCt^ method. The primer information is provided in Table S2.

### Single-cell RNA sequencing (scRNA-Seq)

Eight-cell embryos were washed with PBS (HyClone, Logan, UT, USA) 3 times and treated for 1 min with 1% streptavidin (AMRESCO, Framingham, MA, USA). After the zona pellucida deforms, the embryo is gently aspirated and expelled repeatedly to remove the zona pellucida. RNA was extracted from the samples using single-cell SMART-seq lysis buffer. Total RNA quantity and purity were analyzed with a Thermo Fisher Qubit 3.0 (Thermo Fisher Scientific, Waltham, MA, USA). polyA RNA in the samples was used as the template, and the oligo(dT) sequence with an adapter was used as the primer. Single-strand synthesis was carried out using SMARTScribe™ reverse transcriptase (TaKaRa, Kyoto, Japan). A complete single-stranded cDNA sequence with adapters was synthesized using SMARTer oligonucleotides as a template. Double-stranded cDNA for library construction was generated by PCR amplification using primer-adapters. A SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, Tokyo, Japan) was used to prepare a low-input library. The obtained SMART preamplified products were fragmented by enzymatic digestion. Suitable fragments (150–300 bp) were selected through magnetic bead screening. After the selected fragments were end-repaired and a poly A tail was added to the 3' end, the Y-shaped sequencing adapter was used for ligation. The ligated products were used as templates for PCR amplification to obtain a sequencing library.

Library sequencing was performed on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) using a 2 × 150 bp paired-end sequencing protocol. An analysis of differentially expressed genes (DEGs) was performed using edgeR (*P* < 0.05 and absolute fold change ≥ 2). Functional enrichment and pathway enrichment analyses of the DEGs were performed with GO (GeneOntology.org/) [22] and KEGG (https://www.kegg.jp/) [23] analyses.

### Statistical analysis

Statistical analysis was performed using IBM SPSS statistics software (Version 26.0 for Windows; IBM Corp., Armonk, NY, USA). The data were tested for normality before applying parametric statistical tests. The data are presented as the mean ± SEM. The sample size (*n*) of embryos used in each group and biological replicates (*R*) in each experiment are shown in the figure legends. Statistical comparisons of two groups were performed using Student's *t*-test. One-way ANOVA with Tukey’s HSD post hoc multiple comparison procedure was used to compare the data for more than 2 groups. Significant differences are indicated with different letters (*P* < 0.05).

## Results

### Histone lactylation is essential for early embryonic development in bovine

To determine the dynamics of histone lactylation, IF staining was utilized to examine the pan Kla, H3K9la, and H3K18la levels during early bovine embryo development. pan Kla, H3K9la, and H3K18la were present at all stages and were located mainly in the nuclei of bovine IVF embryos (Fig. 1A–F). The pan Kla level significantly increased from the 1-cell stage to the 2-cell stage but gradually decreased from the 2-cell stage to the blastocyst stage (Fig. 1A and B). The H3K9la level was greatest in the 2-cell stage and lowest in the morula stage (Fig. 1C and D). The H3K18la level tended to decrease from the 1-cell stage to the morula stage but significantly increased from the morula stage to the blastocyst stage (Fig. 1E and F). Taken together, these results indicate that pan Kla, H3K9la, and H3K18la modifications are located mainly in the nucleus and that the levels of histone lactylation change dynamically, indicating that these modifications are important for early bovine embryo development.

**Fig. 1:**
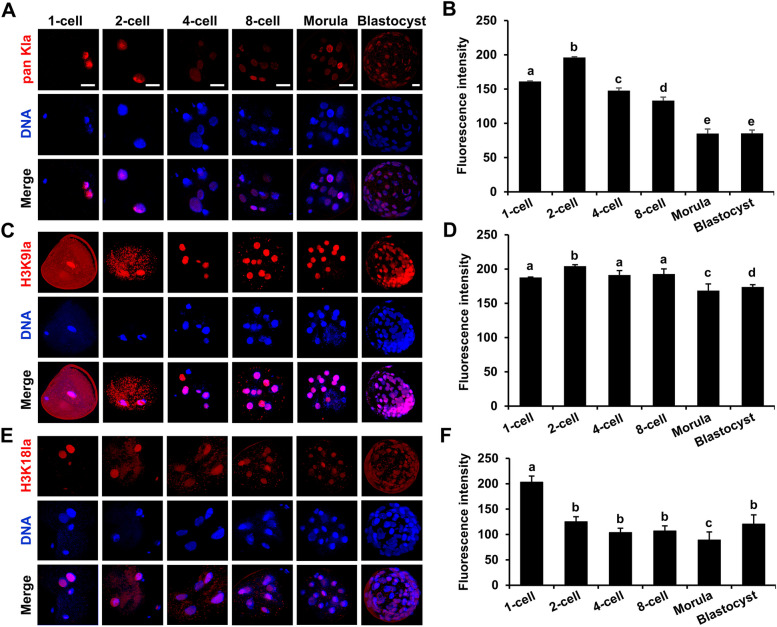
Dynamics of histone lactylation during early bovine embryo development. **A** and **B** Representative images of pan Kla immunofluorescence staining and fluorescence intensity level changes at the 1-cell (*n* = 35), 2-cell (*n* = 24), 4-cell (*n* = 24), 8-cell (*n* = 28), morula (*n* = 32), and blastocyst (*n* = 28) stages of bovine IVF embryos. Embryos were stained for pan Kla (red) and DNA (blue). *R* = 3. Reference scale bar: 25 µm. **C** and **D** Representative images of H3K9la immunofluorescence staining and fluorescence intensity level changes at the 1-cell (*n* = 38), 2-cell (*n* = 31), 4-cell (*n* = 35), 8-cell (*n* = 32), morula (*n* = 38), and blastocyst (*n* = 34) stages of bovine IVF embryos. Embryos were stained for H3K9la (red) and DNA (blue). *R* = 3. Reference scale bar: 25 µm. **E** and **F** Representative images of H3K18la immunofluorescence staining and fluorescence intensity changes of 1-cell (*n* = 38), 2-cell (*n* = 28), 4-cell (*n* = 24), 8-cell (*n* = 25), morula (*n* = 30), and blastocyst (*n* = 34) stages of bovine IVF embryos. Embryos were stained for H3K18la (red) and DNA (blue). *R* = 3. Reference scale bar: 25 µm. One-cell embryo, 2-cell embryo, 4-cell embryo, 8-cell embryo, morula, and blastocyst were collected at 16 h, 30 h, 48 h, 60 h, 108 h, and 168 h post-IVF, respectively. One-way ANOVA with Tukey’s HSD post hoc multiple comparison test was used to compare the data. Different letters on the bars indicate significant differences (*P* < 0.05)

### Histone lactylation is dependent on DNA replication, RNA synthesis, and protein synthesis

To explore the relationships between histone lactylation modification and the processes of DNA replication, RNA synthesis, and protein synthesis, specific inhibitors were used to inhibit DNA replication, RNA synthesis, and protein synthesis, and the levels of pan Kla, H3K9la, and H3K18la were assessed in early embryos. Our results revealed that in the control group, embryos grew to the morula stage, whereas in the APD, α-AMA, and CHX treatment groups, the embryos arrested at the 8-cell stage (Fig. 2A). All inhibitor treatments prevented the reduction in pan Kla (Fig. 2B and C), H3K9la (Fig. 2D and E), and H3K18la (Fig. 2F and G) modifications from the 8-cell stage to the morula stage. These data demonstrate that histone lactylation is a passive process that is dependent on DNA replication, RNA synthesis, and protein synthesis.

**Fig. 2:**
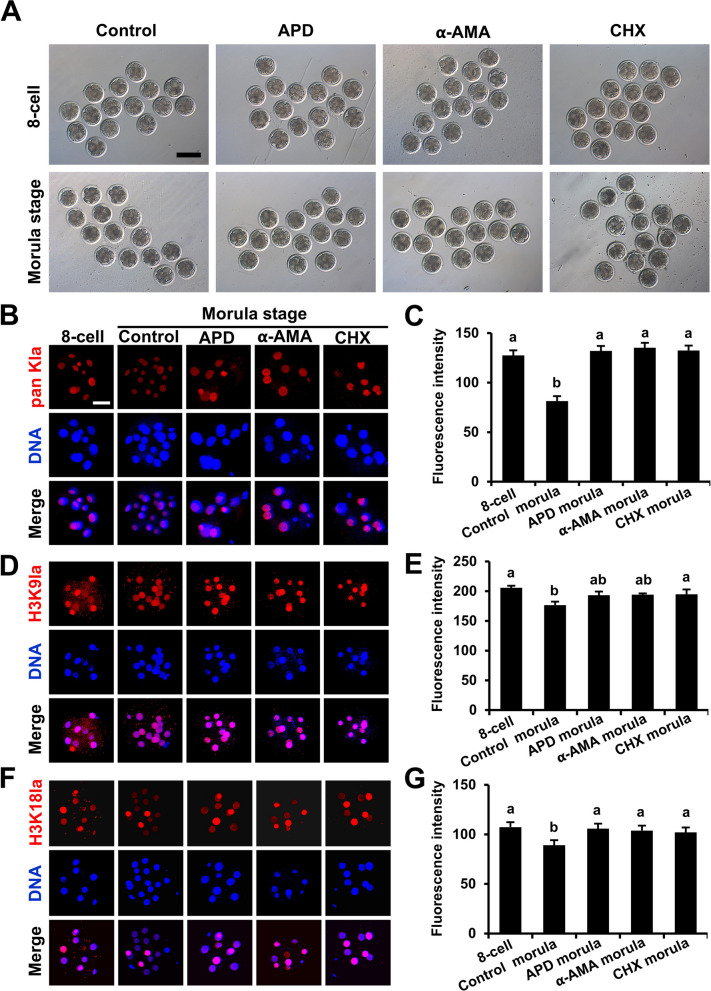
Effects of the inhibition of DNA replication, RNA synthesis, and protein synthesis on histone lactylation levels in embryos. **A** Representative images of 8-cell embryos and morula in the control (*n* = 45), 3 μg/mL APD (*n* = 45), 25 μg/mL α-AMA (*n* = 45), and 50 μg/mL CHX (*n* = 45) groups. Reference scale bar: 200 µm. *R* = 3. Eight-cell embryos were treated with 3 μg/mL APD, 25 μg/mL α-AMA, or 50 μg/mL CHX. 8-cell embryos and morula were imaged and collected at 60 h and 108 h post-IVF, respectively. **B** and **C** Representative images of pan Kla immunofluorescence staining and fluorescence intensity changes in bovine IVF embryos in the 8-cell (*n* = 28), morula (*n* = 26), 3 μg/mL APD-treated morula (*n* = 26), 25 μg/mL α-AMA-treated morula (*n* = 24), and 50 μg/mL CHX-treated morula (*n* = 24) groups. Embryos were stained for pan Kla (red) and DNA (blue). *R* = 3. Reference scale bar: 25 µm. **D** and **E** Representative images of H3K9la immunofluorescence staining of and fluorescence intensity changes in bovine IVF embryos in the 8-cell (*n* = 30), morula (*n* = 30), 3 μg/mL APD-treated morula (*n* = 30), 25 μg/mL α-AMA-treated morula (*n* = 30), and 50 μg/mL CHX-treated morula (*n* = 30) groups. Embryos were stained for H3K9la (red) and DNA (blue). *R* = 3. Reference scale bar: 25 µm. **F** and **G** Representative images of H3K18la immunofluorescence staining of and fluorescence intensity changes in bovine IVF embryos in the 8-cell (*n* = 30), morula (*n* = 29), 3 μg/mL APD-treated morula (*n* = 28), 25 μg/mL α-AMA-treated morula (*n* = 28), and 50 μg/mL CHX-treated morula (*n* = 26) groups. Embryos were stained for H3K18la (red) and DNA (blue). *R* = 3. Reference scale bar: 25 µm. One-way ANOVA with Tukey’s HSD post hoc multiple comparison test was used to compare the data. Different letters on the bars indicate significant differences (*P* < 0.05)

### GSKA and NaLa supplementation inhibits development and lineage differentiation in early bovine embryos

GSKA reduces intracellular lactate production by inhibiting lactate dehydrogenase A (LDHA) activity, thereby decreasing the level of histone lactylation. NaLa, as an exogenous lactate donor, increases the level of histone lactylation by increasing the intracellular lactate concentration. To explore the effects of histone lactylation modification on embryo development and lineage differentiation, the embryo development rate and inner cell mass (ICM)/trophectoderm (TE) ratio were assessed after treatment with different concentrations of GSKA or NaLa. The results revealed that there was no significant difference in the rate of 2-cell or 4-cell embryo formation between the GSKA treatment group and the control group (Fig. 3A–C). Compared with that in the control group, the rate of 8-cell embryo formation significantly decreased after treatment with 200 pmol/L GSKA (41.89% ± 3.54% vs. 52.25% ± 1.42%; *P* < 0.01; Fig. 3A and D), and the rate of morula and blastocyst formation significantly decreased after treatment with 150 pmol/L and 200 pmol/L GSKA (Fig. 3A, E, and F). The blastocyst formation rates in the control and 200 pmol/L GSKA groups were 23.76% ± 0.93% and 11.46% ± 1.04%, respectively (*P* < 0.01). Therefore, a concentration of 200 pmol/L was selected for subsequent experiments.

**Fig. 3:**
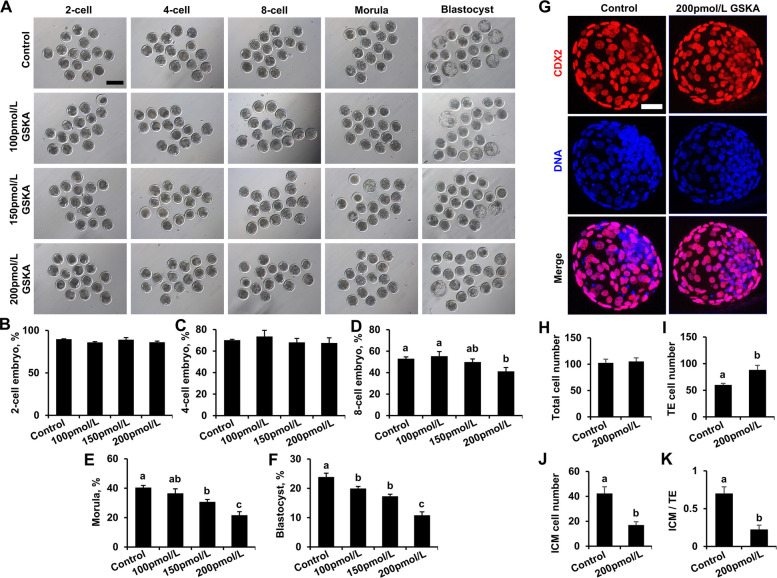
Effects of GSKA supplementation on early bovine embryo development. **A** Representative images of 2-cell embryo, 4-cell embryo, 8-cell embryo, morula, and blastocyst from the control, 100 pmol/L, 150 pmol/L, and 200 pmol/L GSKA groups. Reference scale bar: 200 µm. Two-cell embryo, 4-cell embryo, 8-cell embryo, morula, and blastocyst were imaged at 30 h, 48 h, 60 h, 108 h, and 168 h post-IVF, respectively. The rates of 2-cell embryo (**B**), 4-cell embryo (**C**), 8-cell embryo (**D**), morula (**E**), and blastocyst (**F**) in the control (*n* = 134), 100 pmol/L (*n* = 134), 150 pmol/L (*n* = 134), and 200 pmol/L GSKA (*n* = 132) groups. *R* = 4. **G** Representative images of CDX2 immunofluorescence staining of blastocysts from the control and 200 pmol/L GSKA groups. Reference scale bar: 50 µm. Embryos were stained for CDX2 (red) and DNA (blue). Reference scale bar: 25 µm. The total cell number (**H**), TE cell number (**I**), ICM cell number (**J**), and ICM/TE cell ratio (**K**) for blastocysts from the control (*n* = 26) and 200 pmol/L GSKA (*n* = 26) groups.* R* = 3. Statistical comparisons of the data from Figs. 3B–F were performed using one-way ANOVA with Tukey’s HSD post hoc multiple comparison test. Statistical comparisons of the data from Figs. 3H–K were performed using Student's *t* test. Different letters on the bars indicate significant differences (*P* < 0.05)

To determine the effect of histone lactylation on embryo lineage differentiation, IF staining was used to evaluate caudal-type homeobox 2 (CDX2) and DNA levels in blastocysts after treatment with 200 pmol/L GSKA. We found that there was no significant difference in the total number of blastocysts between the 200 pmol/L GSKA group and the control group. However, compared with those in the control group, the TE cell number was significantly higher, the ICM cell number was significantly lower, and the ICM/TE ratio was significantly lower in the 200 pmol/L GSKA group (Fig. 3G–K). Therefore, these results show that GSKA treatment inhibits early embryonic development and blastocyst lineage differentiation.

We also showed that there was no significant difference in the rate of 2-cell embryo between the NaLa group and the control group (Fig. S1A–C). Compared with those in the control group, the rates of 4-cell embryo, morula, and blastocyst were significantly lower in the 5 mmol/L NaLa group (Fig. S1A, C, E, and F), and the rates of 8-cell embryos, morula and blastocyst were significantly lower in the 10 mmol/L NaLa group (Fig. S1A, D, E, and F). Therefore, a concentration of 10 mmol/L was selected to evaluate the effects of NaLa on the ICM/TE ratio of blastocysts. We also found that there was no significant difference in the total cell number of blastocysts between the 10 mmol/L NaLa group and the control group. However, compared with those in the control group, the TE cell number was significantly higher, the ICM cell number was significantly lower, and the ICM/TE ratio was significantly lower in the 10 mmol/L NaLa group (Fig. 3G–K). Therefore, these results show that NaLa treatment inhibits early embryonic development and blastocyst lineage differentiation.

Together, these data indicate that GSKA and NaLa inhibit early bovine embryo development and blastocyst lineage differentiation.

### GSKA and NaLa supplementation alters histone lactylation levels in early bovine embryos

To further examine the effects of GSKA and NaLa on histone lactylation and acetylation, IF staining was performed to evaluate the pan Kla, H3K9la, H3K18la, histone H3 lysine 9 acetylation (H3K9ac), and histone H3 lysine 27 acetylation (H3K27ac) levels during early bovine embryo development. Our results revealed that compared with those in the control group, the pan Kla levels in 2-cell embryos were not significantly different whereas those in 8-cell embryos and blastocysts were significantly lower in the 200 pmol/L GSKA group (Fig. 4A and B). There was no significant difference in H3K9la levels at the 2-cell, 4-cell, or blastocyst stage between the control group and the 200 pmol/L GSKA group (Fig. 4C and D). Compared with those in the control group, H3K18la levels in 8-cell embryos were not significantly different whereas those in 2-cell embryos and blastocysts were significantly lower in the 200 pmol/L GSKA group (Fig. 4E and F).

**Fig. 4:**
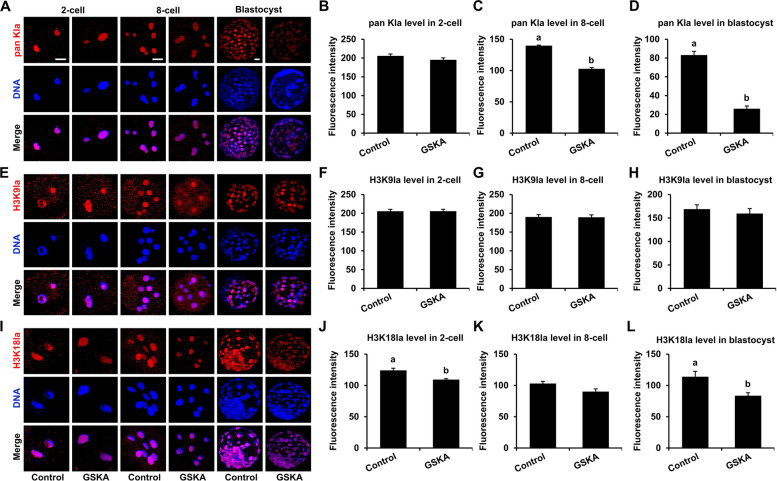
Effects of GSKA supplementation on histone lactylation modification level in bovine embryo. **A** Representative images of pan Kla immunofluorescence staining of 2-cell embryo, 8-cell embryo, and blastocyst from the control and 200 pmol/L GSKA groups. Embryos were stained for pan Kla (red) and DNA (blue). Reference scale bar: 25 µm. Two-cell embryos, 8-cell embryos, and blastocysts were collected at 30 h, 60 h, and 168 h post-IVF, respectively. **B** The pan Kla fluorescence intensity level changes of 2-cell embryo in the control (*n* = 24) and 200 pmol/L GSKA (*n* = 25) groups. *R* = 3. **C** The pan Kla fluorescence intensity level changes of 8-cell embryo in the control (*n* = 25) and 200 pmol/L GSKA (*n* = 24) groups. *R* = 3. **D** The pan Kla fluorescence intensity level changes of blastocyst in the control (*n* = 24) and 200 pmol/L GSKA treatment (*n* = 24) groups. *R* = 3. **E** Representative images of H3K9la immunofluorescence staining of 2-cell embryo, 8-cell embryo, and blastocyst from the control and 200 pmol/L GSKA groups. Embryos were stained for H3K9la (red) and DNA (blue). Reference scale bar: 25 µm. **F** The H3K9la fluorescence intensity level changes of 2-cell embryo in the control (*n* = 26) and 200 pmol/L GSKA (*n* = 28) groups. *R* = 3. **G** The H3K9la fluorescence intensity level changes of 8-cell embryo in the control (*n* = 25) and 200 pmol/L GSKA (*n* = 24) groups. *R* = 3. **H** The H3K9la fluorescence intensity level changes of blastocyst in the control (*n* = 25) and 200 pmol/L GSKA (*n* = 26) groups. *R* = 3. **I** Representative images of H3K18la immunofluorescence staining of 2-cell embryo, 8-cell embryo, and blastocyst in the control and 200 pmol/L GSKA groups, respectively. Embryos were stained for H3K18la (red) and DNA (blue). Reference scale bar: 25 µm. **J** The H3K18la fluorescence intensity level changes of 2-cell embryo in the control (*n* = 26) and 200 pmol/L GSKA (*n* = 25) groups. *R* = 3. **K** The H3K18la fluorescence intensity level changes of 8-cell embryo in the control (*n* = 28) and 200 pmol/L GSKA (*n* = 28) groups. *R* = 3. **L** The H3K18la fluorescence intensity level changes of blastocyst in the control (*n* = 27) and 200 pmol/L GSKA (*n* = 25) groups. *R* = 3. Statistical comparisons were performed using Student's *t*-test. Different letters on the bars indicate significant differences (*P* < 0.05)

We also found that compared with those in the control group, the pan Kla levels in 2-cell embryos were not significantly different whereas those in 8-cell embryos and blastocysts were significantly higher in the 10 mmol/L NaLa group (Fig. S2A and B). There was no significant difference in H3K9la levels at the 2-cell or 4-cell stage between the control group and the 10 mmol/L NaLa group. However, the H3K9la level in blastocysts increased significantly after treatment with 10 mmol/L NaLa (Fig. S2C and D). Compared with those in the control group, H3K18la levels in 2-cell embryos, 4-cell embryos, and blastocysts were significantly higher in the 10 mmol/L NaLa group (Fig. S2E and F). In addition, our study revealed that there was no significant difference in H3K9ac and H3K27ac levels at the 2-cell, 4-cell, and blastocyst stages among the control, 200 pmol/L GSKA, and 10 mmol/L NaLa groups (Fig. S3 and S4). Together, these results indicate that GSKA and NaLa affect embryo development by regulating histone lactylation rather than acetylation.

### Histone lactylation affects the transcriptional activity of the bovine embryonic genome

To further investigate the molecular mechanism through which histone lactylation regulates embryonic development, scRNA-seq was used to evaluate the transcriptomic changes in 8-cell-stage bovine embryos after treatment with 200 pmol/L GSKA. 

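The scRNA-seq data comprised 6 libraries of 8-cell embryos, 3 from the control group and 3 from embryos cultured with 200 pmol/L GSKA, a lactate dehydrogenase A inhibitor that the paper uses to lower histone lactylation. Both the paper and the sample labels name the SMART-Seq v4 kit for library preparation, while for RNA extraction the paper gives SMART-seq lysis buffer and the labels a column kit. Although the method is called scRNA-seq, each library is 1 sample of embryo RNA and holds no separate cells. The statistics section gives R as biological replicates, and the text does not say whether the 3 replicates came from separate cultures or how many embryos made up a library. P-values therefore measure only the spread between these libraries, which may be technical. The submitters' processing notes name cutadapt 1.9, HISAT2 2.0.4, StringTie 1.3.4d and edgeR, and the genome build is not given in the sources used here. The authors' values are FPKM, fragments per kilobase of transcript scaled to all mapped fragments, for 18862 genes. FPKM keeps no read counts, so the depth of each library is unknown and no counting error can be given. FPKM summed to 581839, 497035 and 555603 in control replicates 1, 2 and 3 and to 549878, 541159 and 551265 in GSKA replicates 1, 2 and 3. Genes above 0 numbered 14295, 14902 and 15370 in the controls and 15136, 15320 and 14536 in the GSKA libraries. Control replicate 1 carried 13.2% of its FPKM on mitochondrial genes, against 5.31% to 7.26% in the other 5 libraries. The 10654 genes with an FPKM of at least 1 in at least 3 of the 6 libraries were compared by limma with an intensity trend on log2(FPKM + 1), with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with low FPKM. Differentially expressed genes had an adjusted p under 0.05 and a fold change of at least 2, and a single gene is said to have risen or fallen at an adjusted p under 0.05.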

Principal component analysis (PCA) indicated that the samples presented good intragroup clustering, and significant differences were observed between the control and GSKA groups (Fig. S5A). 

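The GSKA libraries lay closer to each other than the control libraries did, and 5 of the 6 libraries had a library of their own group as the nearest. Control replicate 3 was nearest to GSKA replicate 2, at a Euclidean distance of 67.8 over the tested genes. On average libraries of different groups were 83.6 apart and libraries of the same group 74.5, a ratio of 1.12. The mean distance was 83.9 within the control group and 65.1 within the GSKA group. No other split of the 6 libraries into 3 and 3 gave as large a ratio (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The first principal component held 34.9% of the variance and the second 25.6%. On the first component the controls scored -55.8, -22.0 and -0.272 and the GSKA libraries 32.7, 24.8 and 20.5.

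**Figure D1:**
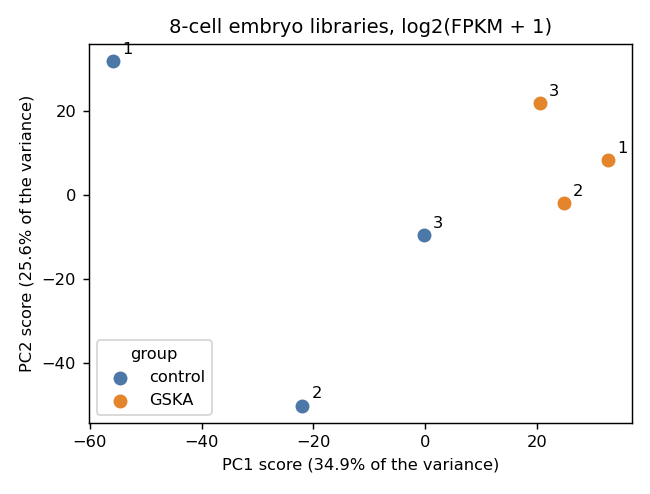
Scores of the 6 libraries on the first 2 principal components of log2(FPKM + 1), centred per gene, with blue points for the control group, orange points for the GSKA group and the replicate number beside each point. The GSKA libraries score between 20.5 and 32.7 on the first component, and the controls are spread from -55.8 to -0.272.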

A total of 581 DEGs were identified between the control and GSKA groups, of which there were 318 upregulated genes and 263 downregulated genes (Fig. 5A, S5B and C; Table S3). 

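After GSKA, RASD1, a RAS-related small GTPase, fell from 15.6 ± 1.21 to 1.82 ± 0.991 FPKM (SD, n = 3 libraries each), a log2 fold change of -2.61 (standard error 0.361, adjusted p = 0.0113 from limma). The TGF-beta pseudoreceptor BAMBI fell by 1.62 on the log2 scale (adjusted p = 0.0239 from limma), and PHLDA2, an imprinted gene that restrains placental growth, fell by 1.61 (adjusted p = 0.0350). Among the genes that rose, CDC123, an assembly factor of the translation initiation factor eIF2, went from 18.9 ± 6.73 to 66.6 ± 3.05 FPKM (SD, n = 3 each), a log2 fold change of 1.81 (adjusted p = 0.0196 from limma). The mitochondrial sideroflexin SFXN4 rose by 1.82 and the immune checkpoint ligand CD274 by 1.78 (adjusted p = 0.0239 and 0.0461 from limma).
Other falls in order of size were TRAV16 at -2.89, OR4X2B at -2.68, PLVAP, a protein of endothelial diaphragms, at -2.43, ZNF280C at -1.92, DTX3 at -1.86, the elastase inhibitor PI3 at -1.60 and a locus of the small nuclear RNA 7SK on chromosome 23 from 25224255 to 25224585, in the coordinates of the authors' files, at -1.59 (log2 fold changes). Other rises were the matrix proteoglycan DCN at 2.27, the vesicle coat subunit COPZ2 at 2.23, SGCB at 1.99, UBTD2 at 1.76, DPCD at 1.70 and TRIM59 at 1.61. SPP1, which encodes the secreted protein osteopontin, was listed at 0 in every control and at 6.91, 3.43 and 9.00 FPKM in GSKA replicates 1, 2 and 3. AGR2 was likewise listed at 0 in the controls and at 1.9, 3.67 and 6.73 FPKM in the GSKA libraries, and a U6 small nuclear RNA locus at 0 and at 4.46, 9.70 and 5.59 FPKM. BOLA-DQB, a class II major histocompatibility gene, was at 7.18, 16.3 and 14.2 FPKM in the controls and listed at 0 in every GSKA library. BOLA-DQB, TRAV16, OR4X2B, 7SK and U6 belong to families of similar copies, between which the authors' assignment of fragments is uncertain.
Many of these calls were lost under other settings. Of 17 alternatives of the filter, scaling, model and libraries, SGCB and AGR2 were called in 1, DCN and DPCD in 2, CD274 in 4, and DTX3 and PI3 in 7. PHLDA2, TRIM59 and COPZ2 were called in 8, BAMBI, ZNF280C and TRAV16 in 9, and SFXN4 and 7SK in 10. CDC123 and UBTD2 were called in 11, SPP1 and PLVAP in 12, OR4X2B and U6 in 13, RASD1 in 14 and BOLA-DQB in 16. CD274 did not pass when any 1 of the 6 libraries was left out (adjusted p = 0.0585 to 0.203 from limma), after quantile normalization (adjusted p = 0.0665) or after median scaling (adjusted p = 0.0677).
Of the 10654 genes tested, 24 rose and 14 fell at an adjusted p under 0.05 from limma and a fold change of at least 2. The split was 14 and 15 after quantile normalization and 11 and 14 after median scaling, which moved the median log2 fold change of all tested genes from 0.09 to -0.02. At an unadjusted p under 0.05, 1001 genes were higher and 429 lower. Without control replicate 2 the count was 24, and without GSKA replicates 1, 2 and 3 in turn it was 6, 10 and 4. No gene passed when all 18862 genes were tested with no filter on FPKM (1664 at an unadjusted p under 0.05), and 7 passed without the intensity trend.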

To validate the scRNA-seq data, the expression levels of 4 DEGs (2 upregulated and 2 downregulated genes), namely, retinoic acid receptor gamma (*RARG*), Ras-related glycolysis inhibitor and calcium channel regulator (*RRAD*), dynein light chain roadblock-type 1 (*DYNLRB1*), and methionine adenosyltransferase 2 A (*MAT2A*), were analyzed by qRT‒PCR. The expression patterns of these genes were consistent with the trends observed in the scRNA-seq data (Fig. 5B and Table S3), confirming the robustness of the scRNA-seq data. 

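DYNLRB1, a light chain of the dynein motor on chromosome 13 from 63888186 to 63905671, fell in the GSKA group from 62.6 ± 6.41 to 17.0 ± 4.25 FPKM (SD, n = 3 libraries each), a log2 fold change of -1.84 (standard error 0.267, adjusted p = 0.0114 from limma). MAT2A, which makes the methyl donor S-adenosylmethionine and lies on chromosome 11 from 49465580 to 49472218, was at 136 ± 41.7 FPKM in the controls and 61.8 ± 4.85 FPKM after GSKA (SD, n = 3 each). Its log2 fold change of -1.08 (standard error 0.255) did not pass the test (adjusted p = 0.0968 from limma), although each GSKA library lay below each control. RRAD, a small GTPase that acts on calcium channels and lies on chromosome 18 from 34626237 to 34629485, was at 3.43, 4.87 and 0.822 FPKM in the controls and at 17.5, 19.8 and 9.07 FPKM in the GSKA libraries, a log2 fold change of 2.12 (standard error 0.463, adjusted p = 0.0825 from limma). RARG, the retinoic acid receptor gamma on chromosome 5 from 26774193 to 26794835, was listed at 0 in every library except GSKA replicate 1, where it had an FPKM of 0.890, and so was not among the tested genes. The reference gene GAPDH had a log2 fold change of -0.11 (adjusted p = 0.876 from limma).
For DYNLRB1, MAT2A and RRAD the groups did not overlap, which gives p = 0.1 in an exact permutation test (both tails), the smallest that 3 libraries against 3 allow. DYNLRB1 did not pass without GSKA replicate 1 (adjusted p = 0.106 from limma), without GSKA replicate 3 (adjusted p = 0.105), with no filter on FPKM (adjusted p = 0.234) or without the intensity trend (adjusted p = 0.0798). RRAD passed with the replicate number as a block (adjusted p = 0.0474 from limma).

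**Figure D2:**
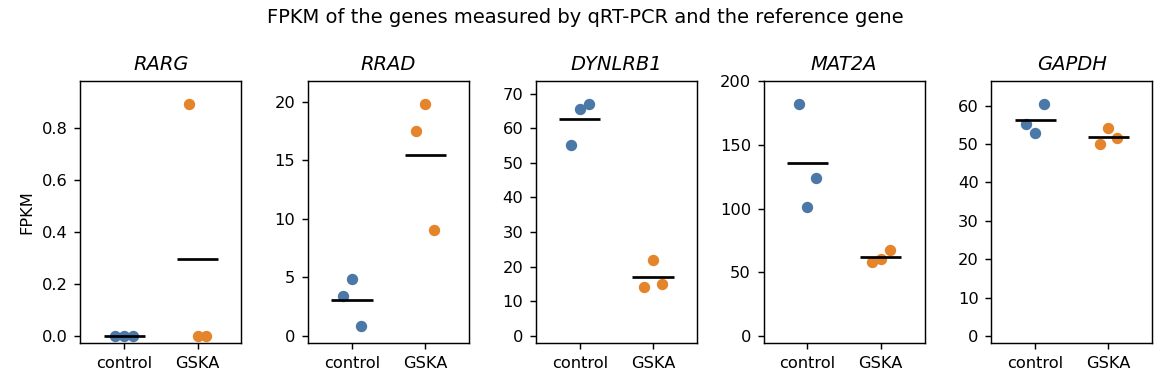
FPKM of RARG, RRAD, DYNLRB1, MAT2A and GAPDH in each library, with blue points for the control group, orange points for the GSKA group and a line at each group's mean (n = 3 libraries). RARG is above 0 in GSKA replicate 1 only, at 0.890 FPKM.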

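Of the 29 genes with an adjusted p under 0.05 and a GO annotation, 0 belonged to the regulation of DNA-templated transcription, where 1.46 would fall by chance, and 0 to the regulation of transcription by RNA polymerase II, where 0.651 would. Among genes at an unadjusted p under 0.05 with a fold change of 2, there were 26 against 25.9 and 10 against 11.6. Of the same 29 genes, 1 belonged to DNA binding (ENSBTAG00000023697, which rose by 2.23 on the log2 scale), 1 to the nucleus (TRAPPC2, a subunit of a vesicle tethering complex, which rose by 1.29) and 3 to protein binding (ENSBTAG00000033656, GSTM3 and UBTD2). In the authors' deposited table, the genes annotated to the regulation of DNA-templated transcription included the homeobox genes CDX1 and HOXA10, the forkhead factor FOXA2 and MYCN. Those annotated to transcription by RNA polymerase II included ASCL2 and the Mediator subunits MED12 and MED26. The deposited table held 22 genes of the first term where 21.9 would fall by chance (one-sided Fisher's exact test, p = 0.524), and 8 of the second where 8.65 would (p = 0.638). By the same exact test it held 50 genes of the nucleus against 75.4 (p = 1.00), 74 of protein binding against 70.1 (p = 0.324) and 11 of DNA binding against 23.6 (p = 0.999). Without the genes found in 1 library only, the terms in this order held 18 against 13.4, 8 against 5.27, 44 against 46.0, 50 against 42.7 and 9 against 14.4. The same exact test then gave p = 0.123, 0.159, 0.651, 0.129 and 0.955. The background was 8869 tested genes with a usable GO annotation for the genes called here and, for the authors' table, 14790 such genes with an FPKM above 0 in at least 1 library. No term passed after adjustment over 11 terms in either set. GO annotation was not used for 1099 genes, 46 of them in the authors' table.
Of 54 tested genes of DNA methylation and chromatin remodelling, none passed the test (median log2 fold change -0.05, camera adjusted p = 0.197). The histone methyltransferase SUV39H2 was at 1.18 and the demethylase KDM2A at -1.15 (log2 fold changes, adjusted p = 0.184 and 0.245 from limma). Of 30 enzymes of histone lactylation and acetylation, none passed either (median 0.01, camera adjusted p = 0.449), with HDAC3 at 1.12, SIRT1 at -0.68, EP300 at -0.21 and CREBBP at -0.20. EP300 and CREBBP turned positive without control replicate 1, at 0.16 and 0.22. ACSS2 was below the filter, at 0.469, 0.323 and 1.15 FPKM in the controls and 0.0846, 0.793 and 1.02 FPKM after GSKA.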

GO enrichment analysis revealed that the DEGs were enriched mainly in the regulation of DNA-templated transcription, the regulation of transcription by RNA polymerase II, the nucleus, protein binding, DNA binding, etc. (Fig. S5D). KEGG enrichment analysis revealed that the DEGs were enriched mainly in metabolic pathways, RNA polymerase, the cell cycle, protein processing in the endoplasmic reticulum, basal transcription factors, and the spliceosome (Fig. 5B). Moreover, compared with that in the control group, the EU levels were significantly lower in the GSKA and NaLa groups (Fig. 5D and E). Therefore, these data demonstrate that abnormal histone lactylation decreases the transcriptional activity of the bovine embryonic genome.

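RNA polymerase subunits lay lower and basal transcription factors higher after GSKA than the other genes by camera with a preset correlation, not with an estimated correlation (adjusted p = 0.578 each), and no single member of either list passed the test over all genes. Of 30 tested subunits of RNA polymerases I, II and III, POLR2H was at a log2 fold change of -1.36 (adjusted p = 0.105 from limma) and POLR2C at 0.70 (adjusted p = 0.282), and the median was -0.18 (camera adjusted p = 0.0355; adjusted p = 0.578 with an estimated correlation). Of 36 basal transcription factors, GTF2A1L, a germ-cell form of a TFIIA subunit, was at 1.15, GTF2E2 of TFIIE at 0.90 and TAF9B of TFIID at 1.70 (adjusted p = 0.0737, 0.110 and 0.193 from limma), and the median was 0.25 (camera adjusted p = 0.0355; adjusted p = 0.578 with an estimated correlation). Over all genes GTF2A1L passed with an FPKM of at least 5 in 3 libraries (adjusted p = 0.0465 from limma) and TAF9B without control replicate 3 (adjusted p = 0.0500). Adjusted over the list alone, POLR2H fell in the first list, GTF2A1L and GTF2E2 rose in the second, and the chaperone HSPA1A fell in the lists of the spliceosome and of protein processing in the endoplasmic reticulum. Of 102 spliceosome genes the median was -0.08 (camera adjusted p = 0.0140; adjusted p = 0.578 with an estimated correlation), with SNRNP70 of the U1 particle at -1.06, the splicing factor SRSF2 at -0.84 and LSM2 at -0.86, none past the test. The medians are set beside 0.09 for all tested genes. At an unadjusted p under 0.05 from limma, 2 polymerase subunits were higher and 1 lower. Of the basal transcription factors 7 were higher and 0 lower, and of the spliceosome genes 3 higher and 11 lower. The estimated correlation was 0.0047 for the polymerase subunits, 0.125 for basal transcription factors and 0.048 for the spliceosome, where the preset was 0.01. Before adjustment over the lists, their p from camera was 0.00944, 0.00982 and 0.00138 with the preset. With these estimates it was 0.0506, 0.265 and 0.133. For the polymerase subunits p rose although the estimate was below the preset, so correlation between the members does not account for that loss. In the same libraries the lists of ribosomal protein, mitochondrially encoded and stress genes were also lower by the preset test, and not with an estimated correlation (adjusted p = 0.578 each) or without control replicate 1 (adjusted p = 0.190, 0.752 and 0.178 from camera). The summed markers of cumulus and sperm cells were higher.
Cell cycle genes did not stand apart (median 0.14, camera adjusted p = 0.599, 102 tested), with the cyclin-dependent kinase inhibitor CDKN1C at -1.55, the origin subunit ORC5 at 1.15 and E2F5 at 1.21, none of which passed. Nor did the 100 genes of protein processing in the endoplasmic reticulum (median 0.06, camera adjusted p = 0.594), where the oxidoreductase ERO1B was at -1.41 and its partner ERP44 was higher in the GSKA group without passing (adjusted p = 0.177 and 0.130 from limma). In 32 genes of glycolysis and lactate metabolism (median 0.05, camera adjusted p = 0.486), the fructose transporter SLC2A5 was at -1.48, ALDOC at -0.99 and LDHA, the lactate dehydrogenase subunit, at 0.63 (adjusted p = 0.339 from limma). Median and camera direction differed in sign for the last 2 lists, since camera sets a list against the other genes.
With the KEGG annotation of the files, the authors' deposited table held 50 genes of metabolic pathways where 47.3 would fall by chance (one-sided Fisher's exact test, p = 0.351), and 1 of RNA polymerase, which is POLR2H (p = 0.662). By the same exact test it held CDKN1C, ORC5 and TTK of the cell cycle (p = 0.827), EIF2AK2, ERO1B, HSPA1A and UBXN4 of protein processing in the endoplasmic reticulum (p = 0.852), GTF2A1L of basal transcription factors (p = 0.800) and HSPA1A and USP39 of the spliceosome (p = 0.972). By camera on the same annotation, RNA polymerase and spliceosome were lower and basal transcription factors higher, each at an adjusted p of 0.0216, and with an estimated correlation these were adjusted p = 0.614, 0.730 and 0.730. The list of RNA polymerase subunits did not pass without control replicate 2, GSKA replicate 2 or GSKA replicate 3 (adjusted p = 0.0862, 0.0934 and 0.0521 from camera). Basal transcription factors did not pass without control replicate 2 (adjusted p = 0.162 from camera), without GSKA replicates 1, 2 and 3 in turn (adjusted p = 0.0710, 0.0743 and 0.0521), after median scaling (0.0586) or without the intensity trend (0.116).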

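Oocyte and maternal-effect genes lay higher after GSKA by camera with a preset correlation, not with an estimated correlation (adjusted p = 0.578) or after quantile, median or TPM scaling, and the genes of embryonic genome activation did not pass as a list. KHDC3L, a member of the maternal complex beneath the oocyte cortex, rose from 65.3 ± 16.8 to 179 ± 29.2 FPKM (SD, n = 3 libraries each), a log2 fold change of 1.46 (standard error 0.253, adjusted p = 0.0348 from limma). It was called in 8 of 17 alternatives, and not after median scaling (adjusted p = 0.0581 from limma), with a pseudocount of 0.1 (0.0574), with no filter (0.252), with the replicate number as a block (0.0645), without the intensity trend (0.126), without control replicate 2 (0.0623) or without GSKA replicates 1, 2 and 3 in turn (0.199, 0.189 and 0.110). Of 46 tested maternal genes it was the 1 that rose, over all genes and when adjusted over the list alone, and none fell. At an unadjusted p under 0.05, 11 were higher and none lower, among them the oocyte linker histone H1-8 at 0.73, TCL1B at 0.87 and BTG4, which acts in the clearance of maternal mRNA, at 0.64. The list's median log2 fold change was 0.26 (camera adjusted p = 0.0355 with the preset correlation, and adjusted p = 0.578 with an estimated correlation). That estimate was -0.0029, below the preset 0.01. Before adjustment over the lists, the list's p from camera was 0.0108 with the preset and 0.0374 with the estimate. This p rose although the estimate was lower, so correlation between the members does not account for the loss.
Of 31 tested genes of embryonic genome activation, none rose or fell over all genes (median -0.13, camera adjusted p = 0.0847). Adjusted over the list alone 1 fell, HSPA1A, an inducible heat shock protein transcribed early in embryos, at a log2 fold change of -1.59 (adjusted p = 0.0524 from limma over all genes). It passed over all genes with an FPKM of at least 5 in 3 libraries (adjusted p = 0.0284 from limma) and after quantile normalization (adjusted p = 0.0483). MYCN was at -1.57, the transcription factor TFAP2C at -1.02, the elongation factor SUPT4H1 at -0.38 and DPPA4 at 0.91. In 50 genes of Mediator and elongation (median -0.06, camera adjusted p = 0.0847), MED22 was at -1.40 and MED26 at -1.35, and none passed. That list passed without GSKA replicate 3 (adjusted p = 0.0459 from camera). Of 19 genes of trophectoderm and inner cell mass (median 0.03, camera adjusted p = 0.212), HAND1 was at -1.26 and KRT18 at -1.02. CDX2 was at 0.20 (adjusted p = 0.883 from limma) and turned negative without control replicate 3 and without GSKA replicate 2, at -0.14 and -0.09.
The 13 cumulus cell markers summed in each library came to 65.1, 61.0 and 83.9 FPKM in the controls and 104, 101 and 92.7 FPKM in GSKA replicates 1, 2 and 3, in the same direction as the maternal genes. The wider list of cumulus and granulosa markers did not pass (median log2 fold change 0.49, camera adjusted p = 0.594, 7 tested), with TNFAIP6 at 1.09, VCAN at 0.91, STAR at 0.72, HAS2 at 0.49, SERPINE2 at -0.10, CD44 at -0.50 and the keratin KRT18 lower as well. The maternal list did not pass without control replicate 2, control replicate 3, GSKA replicate 1 or GSKA replicate 2 (adjusted p = 0.0666, 0.0759, 0.0710 and 0.0885 from camera), nor after quantile normalization, median scaling or TPM scaling (0.0514, 0.0867 and 0.0576) or without the intensity trend (0.121). From the enriched terms and the lower EU staining, the paper concludes that abnormal histone lactylation lowers the transcriptional activity of the embryonic genome. The EU staining was not analysed here.

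**Figure D3:**
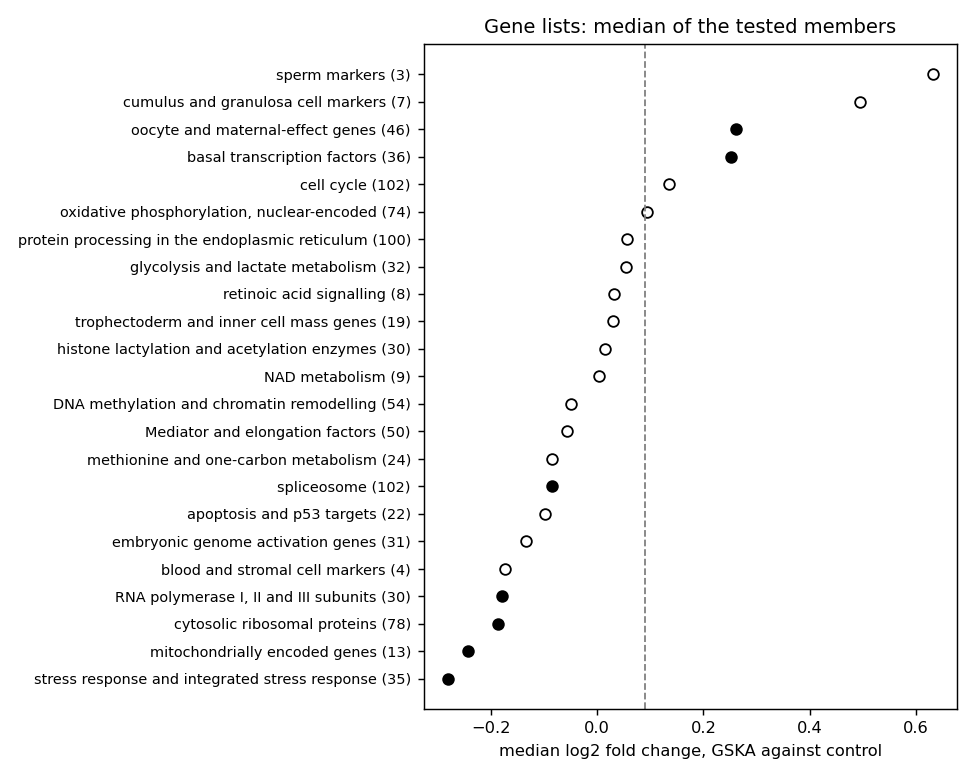
Median log2 fold change (GSKA against control, log2(FPKM + 1)) of the tested members of each list, with the number of members in brackets, filled points at an adjusted p under 0.05 from camera with a preset correlation, and a dashed line at the median of all tested genes, 0.09. Maternal-effect genes lie at 0.26 and embryonic genome activation genes at -0.13.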

**Fig. 5:**
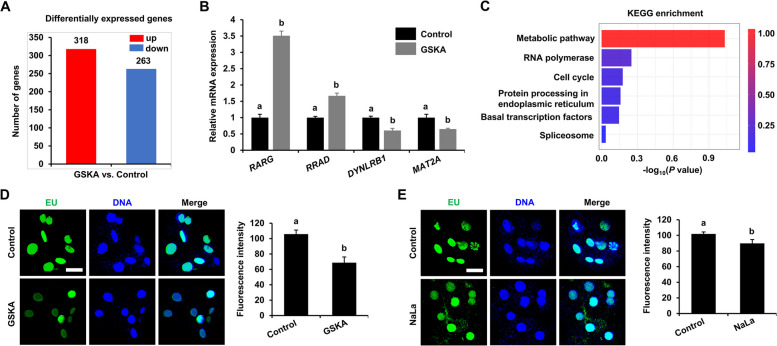
Effects of GSKA on genomic transcriptional activity in bovine early embryo. **A** DEGs by scRNA-seq analysis after 200 pmol/L GSKA treatment in bovine 8-cell embryo. Red bar represents upregulated DEGs, with a total of 318 genes; blue bar represents downregulated DEGs, with a total of 263 genes. *R* = 3. **B** Relative mRNA expression level changes of *RARG*, *RRAD*, *DYNLRB1*, and *MAT2A* using qRT-PCR of 8-cell embryo in the control (*n* = 240) and 200 pmol/L GSKA (*n* = 240) groups. *R* = 3. Data were compared using the Student's *t*-test. **C** KEGG pathway enrichment of DEGs. The length and color of bars in the figure represents −log_10_(*P* value). **D** Representative images of EU staining and fluorescence intensity level changes of 8-cell embryo in the control (*n* = 28) and 200 pmol/L GSKA treatment (*n* = 27) groups. *R* = 3. Embryos were stained for EU (green) and DNA (blue). Reference scale bar: 25 µm. Data were compared using the Student's *t*-test. **E** Representative images of EU staining and fluorescence intensity level changes of 8-cell embryo from the control (*n* = 28) and 10 mmol/L NaLa (*n* = 25) groups. *R* = 3. Embryos were stained for EU (green) and DNA (blue). Reference scale bar: 25 µm. Data were compared using the Student's *t*-test. Different letters on the bars indicate significant differences (*P* < 0.05)

### NMN rescues the inhibitory effect of GSKA supplementation on early bovine embryo development

NMN increases the lactylation level by providing nicotinamide adenine dinucleotide (NAD^+^). To explore the effects of NMN on early bovine embryo development, which is affected by reduced levels of histone lactylation, embryo development efficiency and blastocyst lineage differentiation were assessed after cotreatment with 200 pmol/L GSKA and 300 μmol/L NMN. We found that NMN rescued the reduction in pan Kla level affected by GSKA treatment. However, the pan Kla level in the GSKA + NMN group remained significantly lower, compared with those in the control group (Fig. 6A and B). There was no significant difference in rate of 2-cell or 4-cell embryo formation among the control, GSKA, and GSKA + NMN groups (Fig. 6C–E). Compared with the control group, treatment with GSKA significantly decreased the 8-cell embryo, morula, and blastocyst formation rates, whereas cotreatment with GSKA and NMN reversed these inhibitory effects and increased the 8-cell embryo, morula, and blastocyst formation rates. The rates of 8-cell embryo formation in the control, GSKA, and GSKA + NMN groups were 47.03% ± 3.16%, 27.33% ± 0.67%, and 45.67% ± 2.77%, respectively. The blastocyst formation rates in the control, GSKA, and GSKA + NMN groups were 22.81% ± 1.14%, 6.64% ± 1.23%, and 21.19% ± 1.49%, respectively. There was no significant difference in rate of 8-cell embryo, morula, or blastocyst formation between the GSKA + NMN group and the control group (Fig. 6C and F–H). Compared with those in the GSKA group, the TE cell number were significantly lower, ICM cell number and ICM/TE rate of blastocysts were significantly higher in the GSKA + NMN group. There was no significant difference in TE cell number between the GSKA + NMN group and the control group, but compared with those in the control group, the ICM cell number and ICM/TE ratio in the GSKA + NMN group remained significantly lower (Fig. 6I–M). Hence, these results indicate that NMN rescues the inhibitory effect of reduced histone lactylation on early bovine embryo development.

**Fig. 6:**
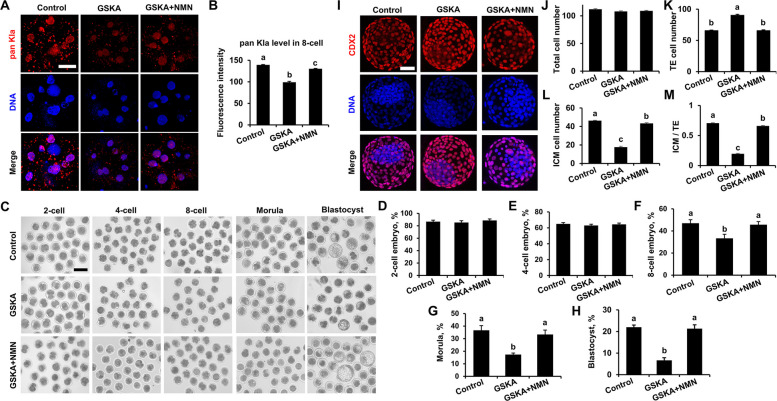
Effects of NMN on bovine early embryo development affected by GSKA. **A **and** B** Representative images of pan Kla immunofluorescence staining and fluorescence intensity level changes of 8-cell embryo in the control (*n* = 9), 200 pmol/L GSKA (*n* = 9), and 200 pmol/L GSKA + 300 μmol/L NMN (*n* = 9) groups. *R* = 3. Embryos were stained for pan Kla (red) and DNA (blue). Reference scale bar: 25 µm. **C** Representative images of 2-cell embryo, 4-cell embryo, 8-cell embryo, morula, and blastocyst in the control, 200 pmol/L GSKA, and 200 pmol/L GSKA + 300 μmol/L NMN groups, respectively. Reference scale bar: 200 µm. Two-cell embryo, 4-cell embryo, 8-cell embryo, morula, and blastocyst were imaged at 30 h, 48 h, 60 h, 108 h, and 168 h post-IVF, respectively. The rates of 2-cell embryo (**D**), 4-cell embryo (**E**), 8-cell embryo (**F**), morula (**G**), and blastocyst (**H**) in the control (*n* = 150), 200 pmol/L GSKA treatment (*n* = 150), and 200 pmol/L GSKA + 300 μmol/L NMN treatment (*n* = 150) groups. *R* = 3. (**I**) Representative images of CDX2 immunofluorescence staining of blastocyst in the control, 200 pmol/L GSKA, and 200 pmol/L GSKA + 300 μmol/L NMN groups. *R* = 3. Reference scale bar: 50 µm. Embryos were stained for CDX2 (red) and DNA (blue). Reference scale bar: 25 µm. The total cell number (**J**), TE cell number (**K**), ICM cell number (**L**), and ICM/TE cell ratio (**M**) of blastocyst in control (*n* = 19), 200 pmol/L GSKA (*n* = 11), and 200 pmol/L GSKA + 300 μmol/L NMN (*n* = 16) groups. *R* = 3. Statistical comparisons were performed using one-way ANOVA with Tukey’s HSD post hoc multiple comparison procedure. Different letters on the bars indicate significant differences (*P* < 0.05)

## Discussion

Early embryo loss and pregnancy failure are among the most challenging problems faced by the cattle industry [24]. The key to resolving this problem lies in the smooth progression of various biological events during the embryonic development process, such as EGA. Histone lysine lactylation, a newly discovered epigenetic modification that links cellular metabolism with epigenetic regulation, affects early embryonic development by regulating EGA [25, 26]. This study revealed that histone lactylation dynamically changes during early embryonic development and that abnormal histone lactylation inhibits the transcriptional activity of embryonic genome, early embryonic development, and blastocyst lineage differentiation in bovine. Our findings indicate that histone lactylation plays crucial roles in early bovine embryo development through the regulation of EGA.

After fertilization, the embryo undergoes a series of epigenetic reprogramming events that lead to genome activation and lineage differentiation, thereby enabling the embryo to acquire totipotency [27, 28]. Our results revealed that in bovine IVF embryos, pan Kla, H3K9la, and H3K18la levels significantly decreased from the 8-cell stage to the morula stage; additionally, H3K9la and H3K18la levels significantly increased and pan Kla levels tended to increase from the morula stage to the blastocyst stage. EGA and morula-to-blastocyst transition, in which the embryo undergoes differentiation to the TE and ICM, are two main events from the zygote stage to the blastocyst stage during preimplantation embryonic development. Previous studies have shown that epigenetic modifications, such as N^6^-methyladenosine and N^4^-acetylcytidine modifications, are essential for early embryonic development because they regulate these two events [29–32]. These findings indicate that the removal of histone lactylation is required for the EGA process in 8-cell embryos, whereas subsequently, histone lactylation is needed for blastocyst lineage differentiation and embryonic pluripotency [25], suggesting that histone lactylation is crucial for both EGA and the morula-to-blastocyst transition process during early embryonic development in bovine. Interestingly, we found that asymmetric histone lactylation is remodeled post fertilization in cattle. After fertilization, the male pronucleus undergoes intense histone protamine replacement and extensive demethylation, while the female pronucleus retains most of the chromatin characteristics of the oocyte, resulting in asymmetric epigenetic reprogramming, such as H3K9me2, H3K27me3, H3K9ac, H3K18ac, and H3K23ac, between male and female pronuclei in mammals [33–35]. However, a previous study revealed no asymmetry in the levels of histone lactylation modifications, such as pan Kla, H3K18la, and H3K23la, between male and female pronuclei in mice [14]. Differences in lactate metabolism [36], lactate transport efficiency [37], and lactylation-modifying enzyme activity [38, 39] may exist between male and female pronuclei across different species, contributing to the heterogeneity in lactylation modifications.

Furthermore, our research revealed that inhibitors of DNA replication, RNA synthesis, and protein synthesis can significantly inhibit the removal of pan Kla, H3K9la, and H3K18la from the 8-cell stage to the morula stage; therefore, embryo development is arrested at the 8-cell stage. These findings indicate that the epigenetic remodeling of histone lactylation is indispensable for EGA. Additionally, after the disruption of transcriptional and translational processes, the expression of key factors involved in energy metabolism, lactate substrate generation, transport, and lactylation modification was inhibited. That inhibition impaired cellular metabolism and histone lactylation, thereby inhibiting EGA in embryos. Given that pan Kla, H3K9la, and H3K18la occur mainly within the nuclei of early bovine embryos, the aforementioned results indicate that histone lactylation is dependent on DNA replication, RNA synthesis, and protein synthesis during the process of EGA during early embryonic development.

Lactic acid is an important substrate and signaling molecule for energy metabolism and histone lactylation [40]. We found that GSKA supplementation significantly reduced the 8-cell embryo formation rate and blastocyst lineage differentiation by inhibiting lactate production and that the exogenous addition of NaLa resulted in similar effects. These consistent to previous studies, a deficiency of lactic acid in culture medium leads to a decrease in the H3K18la level, 2-cell embryo development arrest, and the abnormal expression of EGA genes in mice [41]. Interestingly, our results revealed that the increase in lactic acid caused by NaLa supplementation inhibited bovine IVF embryo development. A previous study revealed that lactate supplementation increased the developmental potential and blastocyst quality of bovine SCNT embryos; compared with IVF embryos, SCNT embryos had lower LDHA levels and lactate contents, and the addition of lactate significantly increased embryonic development via pan Kla and H3K18la as well as the expression levels of the EGA genes *ZSCAN5B* and *SUPT4H1* [42]. These results indicate that the inhibition of histone lactylation by reduced levels of lactic acid may affect EGA by regulating pan Kla and H3K18la modifications, thereby influencing early embryonic development and lineage differentiation. However, abnormal histone lactylation levels caused by the excessive accumulation of lactate also inhibit embryonic development.

However, neither GSKA nor NaLa significantly changed the bovine 2-cell embryo formation rate. The 2-cell stage is the main period for EGA in mice, while the change in the bovine 2-cell formation rate is related mainly to the successful occurrence of mitosis [43], indicating that histone lactylation has no significant effect on mitosis during the development process of bovine embryos. Interestingly, GSKA and NaLa did not affect H3K9la levels in 8-cell embryos, indicating that H3K9la modification may be weakly dependent on substrates during the reprogramming process. Both lactylation and acetylation occur on histone lysine residues, with highly overlapping modification sites. We revealed that GSKA and NaLa do not affect the levels of H3K9ac and H3K27ac modifications in bovine 2-cell embryos, 8-cell embryos, and blastocysts. These findings indicate that endogenous lactate depletion and exogenous lactate supplementation may not specifically affect P300/CBP or the substrate preference of ACSS2 between acetyl-CoA and lactyl-CoA [41].

Furthermore, we found that the indirect increase in lactate levels induced by NMN supplementation can significantly alleviate the reduction in pan Kla modification and 8-cell embryo, morula, and blastocyst formation rates, as well as the effect of GSKA on embryonic lineage differentiation ability [44]. NMN can be converted into NAD^+^ by NMN adenylyltransferase, providing the essential “molecular fuel” for subsequent lactylation processes [17]. Previous studies have shown that NMN improves bovine oocyte quality and embryo developmental competence through the enhancement of mitochondrial function [45, 46]. NMN can also decrease the level of oxidative stress and apoptosis, thereby improving oocyte maturation and embryo development [47, 48]. Additionally, NAD deficiency is among the many known causes of adverse pregnancy outcomes because it inhibits embryo development [49]. These findings indicate that histone lactylation may maintain the EGA process by regulating mitochondrial function and antioxidant capacity and inhibiting apoptosis in 8-cell embryos, thereby maintaining subsequent embryonic development and lineage differentiation. Moreover, NAD^+^ simultaneously increases mitochondrial oxidative metabolism and partially suppresses glycolysis [50]. A previous study indicated that the inhibition of glycolytic activity decreases intracellular lactate levels under hypoxic conditions [14], thereby inhibiting histone lactylation. These results indicate that NAD⁺ is a critical molecule that tightly links the lactylation process to cellular energy metabolism.

Genomic transcriptional activity is an important indicator of whether EGA has occurred successfully [51]. *MAT2A*, an important RNA polymerase, can regulate transcriptional activity and thereby affect embryonic genome activation in pigs and mice [52]. Our research revealed that GSKA can significantly inhibit the mRNA expression level of *MAT2A* and that both GSKA and NaLa lead to a decreased level of EU [53] fluorescence intensity in 8-cell embryos. The results of the scRNA-seq analysis revealed that DNA binding, DNA-template transcription, RNA polymerase, the cell cycle, and the regulation of transcription by RNA polymerase II are crucial for the EGA process, suggesting that histone lactylation may affect genomic transcriptional activity by regulating DNA binding and RNA polymerase activity [26]. Previous studies have shown that EGA and chromatin remodeling are likely interdependent. The inhibition of embryonic transcription pervasively disrupts the establishment of open chromatin during EGA [54], which indicates that histone lactylation may be essential for chromatin remodeling during the EGA process through the regulation of genomic transcription, thereby maintaining subsequent embryonic development. Notably, compared with the microenvironment within the reproductive tract of cows, the oocyte IVM and embryo IVC environments exhibit distinct differences in terms of oxygen tension, glycolysis concentration, lactic acid concentration, energy metabolism, and lactate availability [10, 14, 41, 55]. These differences affect histone lactylation by altering the lactate precursor supply, enzyme activity, and chromatin state [25, 56].

## Conclusion

In conclusion, the results demonstrate that histone lactylation is required for early bovine embryo development through the regulation of EGA. Our findings provide new insights into the regulatory mechanism of histone lactylation and provide a theoretical basis for analyzing the processes and mechanisms of bovine embryo development.

## Supplementary Information

Additional file 1: Table S1. Antibodies information in this study.

Additional file 2: Table S2. Primer sequences used in this study for qRT-PCR.

Additional file 3: Table S3. 

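Table S3 lists, for each differentially expressed gene, its FPKM in the 6 libraries, the ratio of the group means, its log2 value, a p and a q. The ratio was recomputed from the FPKM with 0.0001 added to each group mean, and the log2 value of the authors' deposited table came out within 0.01 for 573 of 581 genes. A gene listed at 0 throughout a group therefore has a ratio set by the added 0.0001, which is the case for 351 of the 353 genes with an absolute log2 ratio over 8. The highest ratios belong to ENSBTAG00000046944, at 25.7 FPKM in GSKA replicate 1 and at 0 in the other 5 libraries, to SPP1, and to a 7SK locus at 10.0, 5.71 and 0.0748 FPKM in the GSKA libraries and at 0 in the controls. The lowest belong to BOLA-DQB, to ENSBTAG00000050423, at 14.8 FPKM in control replicate 2 only, and to a 7SK locus at 10.3 FPKM in control replicate 2 only. Of the 581 genes, 223 met the filter on FPKM, all 223 with the direction of the table. Of these, 222 had an unadjusted p under 0.05 and 35 an adjusted p under 0.05 from limma, 22 higher and 13 lower. The authors selected these genes for a difference between the same 6 libraries, so the shared direction and the low p-values are no independent support. The number at the adjusted p was 17 without control replicate 2 and 5, 6 and 4 without GSKA replicates 1, 2 and 3 in turn. The other 358 genes were below the filter.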

DEGs information from scRNA-Seq analysis.

Additional file 4: Fig. S1. Effects of NaLa on bovine early embryo development; Fig. S2. Effects of NaLa on histone lactylation modification level in bovine embryo; Fig. S3. Effects of GSKA and NaLa on H3K9ac levels in bovine early embryo; Fig. S4. Effects of GSKA and NaLa on H3K27ac levels in bovine early embryo; Fig. S5. Differential gene expression profile mediated by reduced histone lactylation levels in early bovine embryos.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and NCBI GEO repository under accession number GSE315024.

## Abbreviations

α-AMA: α-Amanitin
APD: Aphidicolin
CDX2: Caudal type homeobox 2
CHX: Cycloheximide
DEG: Differentially expressed gene
DPBS-PVP: Dulbecco's phosphate-buffered saline containing polyvinyl pyrrolidone
DYNLRB1: Dynein light chain roadblock-type 1
EGA: Embryonic genome activation
EU: 5-Ethynyluridine
H3K18la: Histone H3 lysine 18 lactylation
H3K27ac: Histone H3 lysine 27 acetylation
H3K9ac: Histone H3 lysine 9 acetylation
H3K9la: Histone H3 lysine 9 lactylation
ICM: Inner cell mass
IF: Immunofluorescence
IVC: In vitro culture
IVF: In vitro fertilization
IVM: In vitro maturation
MAT2A: Methionine adenosyltransferase 2A
NaLa: Sodium lactate
NMN: β-Nicotinamide mononucleotide
pan Kla: Pan-lysine lactylation
PCA: Principal components analysis
qRT-PCR: Quantitative real-time reverse transcription polymerase chain reaction
RARG: Retinoic acid receptor gamma
RRAD: Ras related glycolysis inhibitor and calcium channel regulator
scRNA-Seq: Single-cell RNA sequencing
TE: Trophectoderm

# Supplementary material for: Histone lactylation maintains bovine early embryo development via regulating embryonic genome activation
**Source:** J Anim Sci Biotechnol. 2026 Apr 23;17:76. doi: 10.1186/s40104-026-01398-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Antibodies information in this study.

**Supplementary** **Table S1.** Antibodies information in this study

| **Antibody** | **Cat. Number and dilution** | **Company^a^** |
| --- | --- | --- |
| pan Kla | PTM-1401 (1:200) | PTM Bio |
| H3K9la | PTM-1419RM (1:200) | PTM Bio |
| H3K18la | PTM-1406RM (1:200) | PTM Bio |
| RNA Alexa Flour | C10329 | Invitrogen |
| Alexa Fluor 594 anti-rabbit IgG | A11012 (1:200) | Invitrogen |

**^a^** PTM Bio, Chicago, USA.

Invitrogen, Rochester, NY, USA.

# Supplementary material for: Histone lactylation maintains bovine early embryo development via regulating embryonic genome activation
**Source:** J Anim Sci Biotechnol. 2026 Apr 23;17:76. doi: 10.1186/s40104-026-01398-8
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Primer sequences used in this study for qRT-PCR.

**Supplementary Table S2.** Primer sequences used in this study for qRT-PCR

| **Genes^a^** | **Accession number** | | **Primer Sequence (5' to 3') ^a^** | **Product length**  **(bp)** |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| *GAPDH* | | NM_001034034.2 | | F:AAAGTGGACATCGTCGCCATC | 186 |  |
|  |  |  |  | R:ACCCCACTTGATGTTGGCAG |  |  |
| *MAT2A* | | | NM_001101131.1 | F:TCCCTTTTCTCCTCTACTCCACT | | 149 |
|  |  |  |  | R:TGGTCACAGATCTTATCTGGGTG | |  |
| *RARG* | | | NM_001130756.1 | F:GTCTCCACCTTTCGAGATGCT | | 93 |
|  |  |  |  | R:TGTGTCTCCACCGACAGAG | |  |
| *DYNLRB1* | | | NM_001034442.2 | F:GATCGGTTCGAGATGGCAGA | | 124 |
|  |  |  |  | R:TGGGATTGTCCATGGTGCTC | |  |
| *RRAD* | | | NM_001045913.2 | F:TGACATTTGGGAGCAGGATGG | | 107 |
|  |  |  |  | R:TCTCGAAGCTTCCCTTGTCG | |  |

^a^ F: Forward primer; R: Reverse primer.

# Supplementary material for: Histone lactylation maintains bovine early embryo development via regulating embryonic genome activation
**Source:** J Anim Sci Biotechnol. 2026 Apr 23;17:76. doi: 10.1186/s40104-026-01398-8
**Supplement:** Supplementary file 4 — Additional file 4: Fig. S1. Effects of NaLa on bovine early embryo development; Fig. S2. Effects of NaLa on histone lactylation modification level in bovine embryo; Fig. S3. Effects of GSKA and NaLa on H3K9ac levels in bovine early embryo; Fig. S4. Effects of GSKA and NaLa on H3K27ac levels in bovine early embryo; Fig. S5. Differential gene expression profile mediated by reduced histone lactylation levels in early bovine embryos.

**Figure S1**

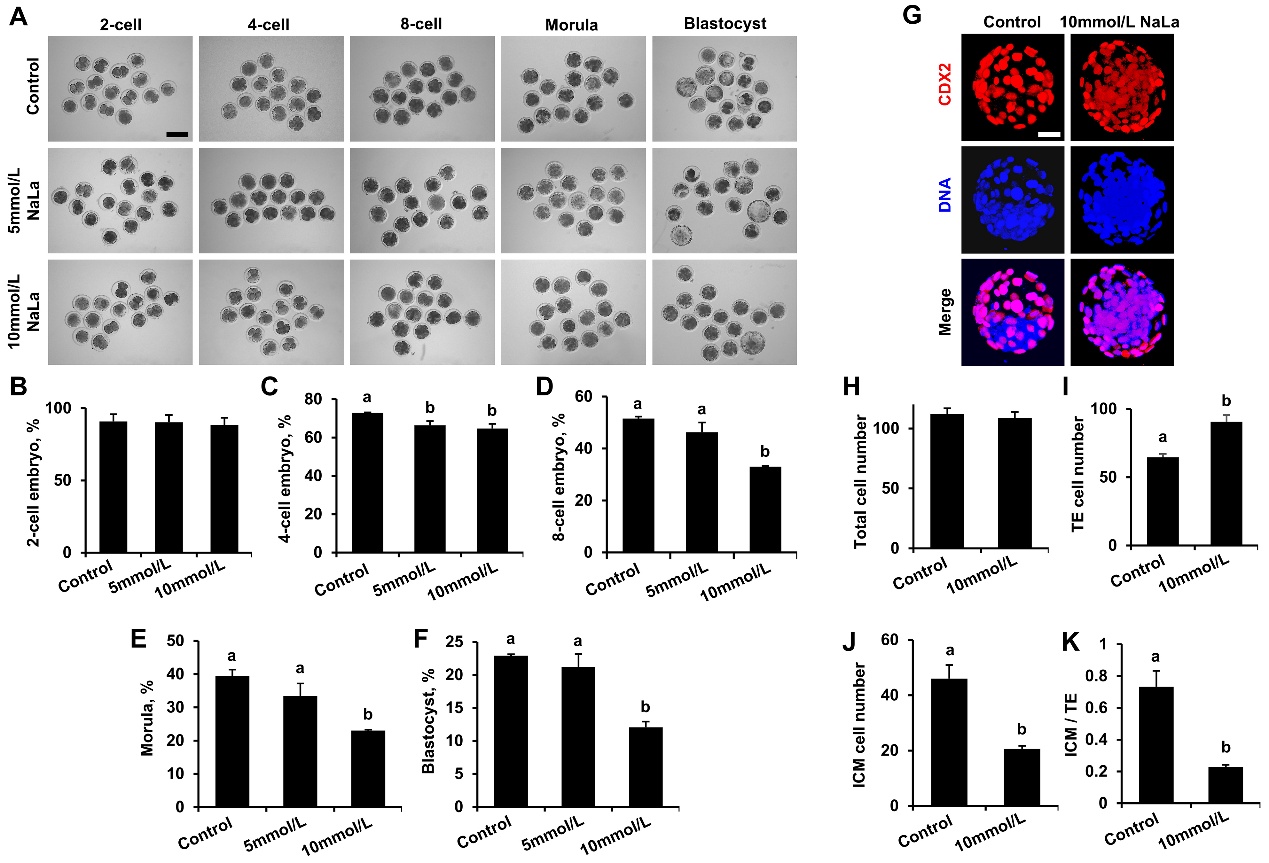

**Figure S1. Effects of NaLa on bovine early embryo development**

(**A**) Representative images of 2-cell embryo, 4-cell embryo, 8-cell embryo, morula, and blastocyst from the control, 5 mmol/L, and 10 mmol/L NaLa groups. Reference scale bar: 200 µm. Two-cell embryo, 4-cell embryo, 8-cell embryo, morula, and blastocyst were imaged at 30 h, 48 h, 60 h, 108 h, and 168 h post-IVF, respectively. The rates of 2-cell embryo (**B**), 4-cell embryo (**C**), 8-cell embryo (**D**), morula (**E**), and blastocyst (**F**) in the control (n = 143), 5 mmol/L (n = 144), and 10 mmol/L NaLa (n = 144) groups. *R* = 3. (**G**) Representative images of CDX2 immunofluorescence staining of blastocysts from the control and 10 mmol/L NaLa groups. Embryos were stained for CDX2 (red) and DNA (blue). Reference scale bar: 50 µm. The total cell number (**H**), TE cell number (**I**), ICM cell number (**J**), and ICM/TE cell ratio (**K**) for blastocyst in the control (n = 24) and 10 mmol/L NaLa (n = 24) groups. *R* = 3. Statistical comparisons of the data from Figures S1B–F were performed using one-way ANOVA with Tukey’s HSD post hoc multiple comparison test. Statistical comparisons of the data from Figures S1H–K were performed using Student's t test. Different letters on the bars indicate significant differences (*P* < 0.05).

**Figure S2**

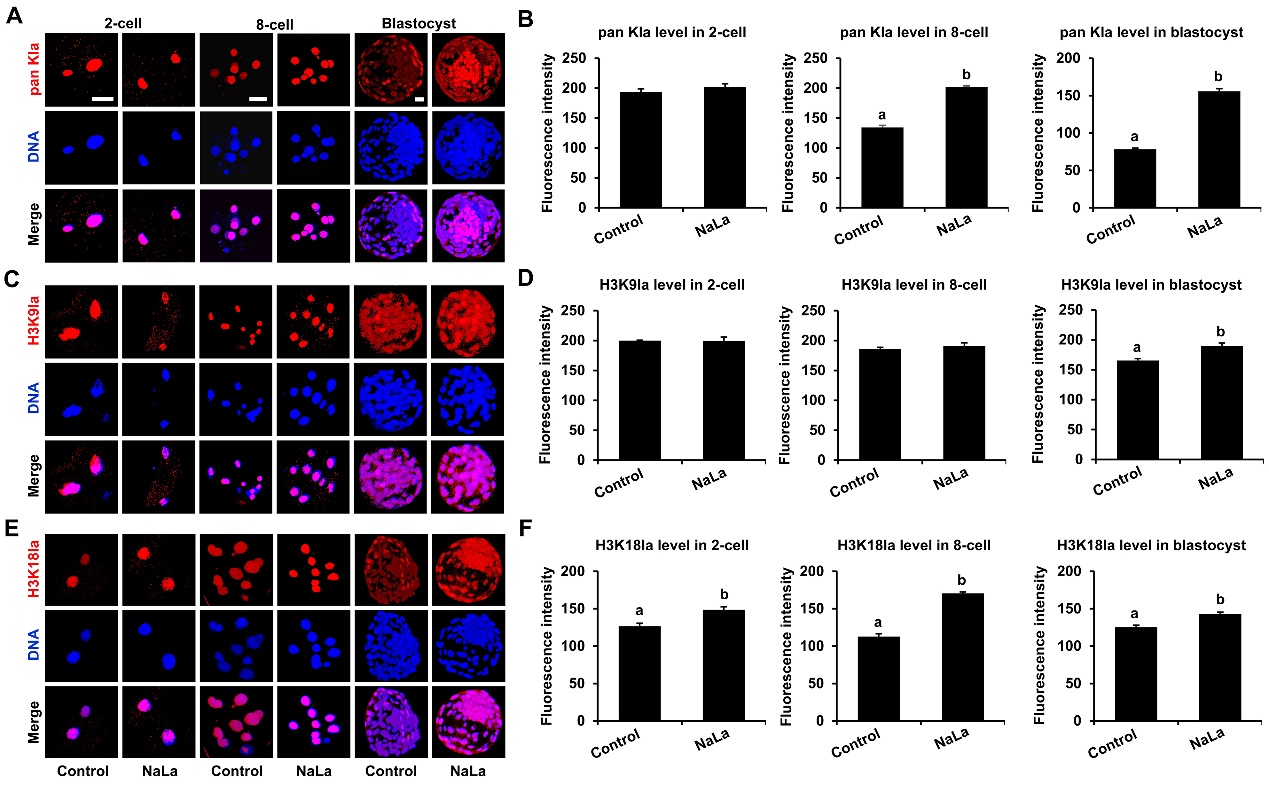

**Figure S2. Effects of NaLa on histone lactylation modification level in bovine embryo**

(**A**) Representative images of pan Kla immunofluorescence staining of 2-cell embryo, 8-cell embryo, and blastocyst from the control and 10 mmol/L NaLa groups. Embryos were stained for pan Kla (red) and DNA (blue). Reference scale bar: 25 µm. (**B**) The pan Kla fluorescence intensity level changes of 2-cell embryo in the control (n = 28) and 10 mmol/L NaLa (n = 25) groups. *R* = 3. (**C**) The pan Kla fluorescence intensity level changes of 8-cell in the control (n = 24) and 10 mmol/L NaLa (n = 24) groups. *R* = 3. (**D**) The pan Kla fluorescence intensity level changes of blastocyst in the control (n = 25) and 10 mmol/L NaLa treatment (n = 30) groups. *R* = 3. (**E**) Representative images of H3K9la immunofluorescence staining of 2-cell embryo, 8-cell embryo, and blastocyst from the control and 10mmol/L NaLa treatment groups. Embryos were stained for H3K9la (red) and DNA (blue). Reference scale bar: 25 µm. (**F**) The H3K9la fluorescence intensity level changes of 2-cell embryo in the control (n = 26) and 10 mmol/L NaLa (n = 24) groups. *R* = 3. (**G**) The H3K9la fluorescence intensity level changes of 8-cell embryo in the control (n = 25) and 10 mmol/L NaLa (n = 24) groups. *R* = 3. (**H**) The H3K9la fluorescence intensity level changes of blastocyst in the control (n = 26) and 10 mmol/L NaLa (n = 24) groups. *R* = 3. (**I**) Representative images of H3K18la immunofluorescence staining of 2-cell embryo, 8-cell embryo, and blastocyst from the control and 10 mmol/L NaLa treatment groups. Embryos were stained for H3K18la (red) and DNA (blue). Reference scale bar: 25 µm. (**J**) The H3K18la fluorescence intensity level changes of 2-cell embryo in the control (n = 28) and 10 mmol/L NaLa (n = 26) groups. *R* = 3. (**K**) The H3K18la fluorescence intensity level changes of 8-cell in the control (n = 25) and 10 mmol/L NaLa (n = 26) groups. *R* = 3. (**L**) The H3K18la fluorescence intensity level changes of blastocyst in the control (n = 24) and 10 mmol/L NaLa GSKA (n = 24) groups. *R* = 3. Two-cell embryo, 8-cell embryo, and blastocyst were collected at 30 h, 60 h, and 168 h post-IVF, respectively. Statistical comparisons of the data were performed using Student's t test. Different letters on the bars indicate significant differences (*P* < 0.05).

**Figure S3**

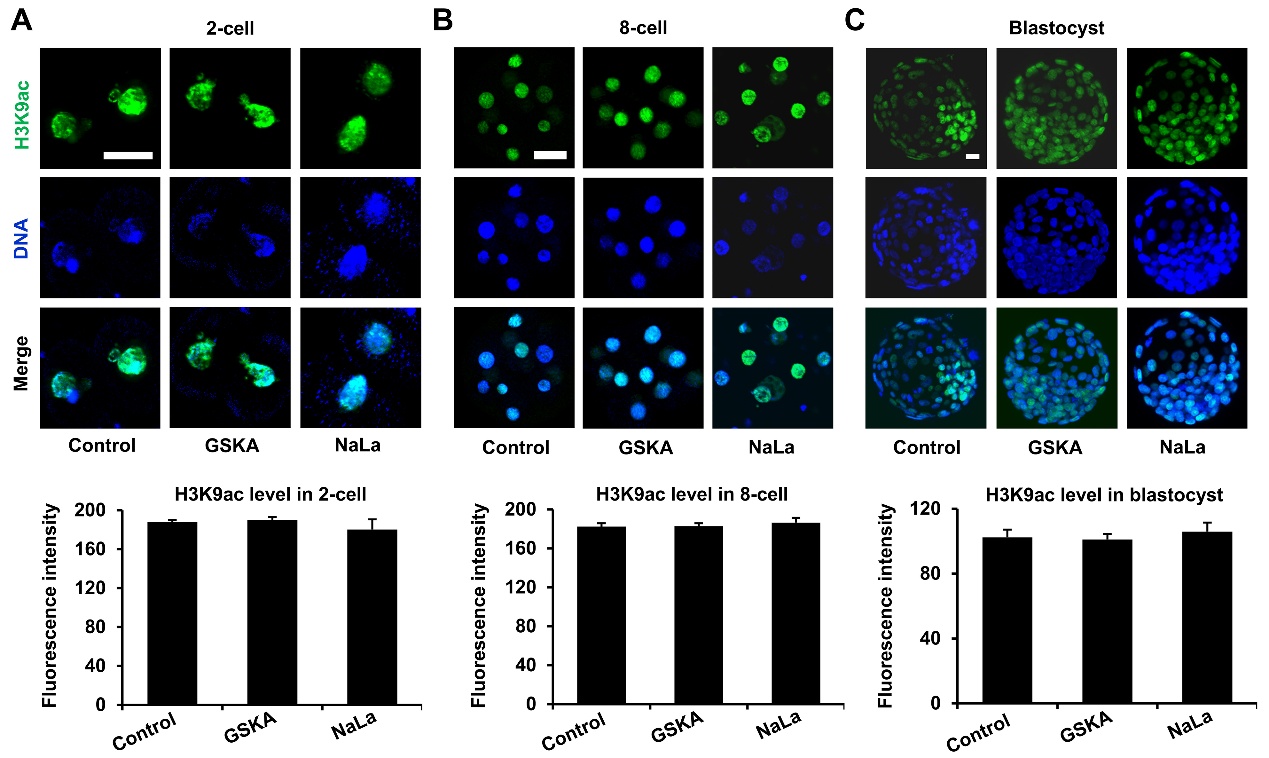

**Figure S3. Effects of GSKA and NaLa on H3K9ac levels in bovine early embryo**

(**A**) Representative images of H3K9ac immunofluorescence staining and fluorescence intensity level changes of 2-cell embryo in the control (n = 30), 200 pmol/L GSKA (n = 32), and 10 mmol/L NaLa (n = 34) groups. *R* = 3. Embryos were stained for H3K9ac (green) and DNA (blue). Reference scale bar: 25 µm. (**B**) Representative images of H3K9ac immunofluorescence staining and fluorescence intensity level changes of 8-cell embryo in the control (n = 25), 200 pmol/L GSKA (n = 28), and 10 mmol/L NaLa (n = 24) groups. *R* = 3. Embryos were stained for H3K9ac (green) and DNA (blue). Reference scale bar: 25 µm. (**C**) Representative images of H3K9ac immunofluorescence staining and fluorescence intensity level changes of blastocyst in the control (n = 28), 200 pmol/L GSKA (n = 26), and 10 mmol/L NaLa (n = 30) groups. *R* = 3. Embryos were stained for H3K9ac (green) and DNA (blue). Reference scale bar: 25 µm. Two-cell embryo, 8-cell embryo, and blastocyst were collected at 30 h, 60 h, and 168 h post-IVF, respectively. Statistical comparisons were performed using one-way ANOVA with Tukey’s HSD post hoc multiple comparison test. Different letters on the bars indicate significant differences (*P* < 0.05).

**Figure S4**

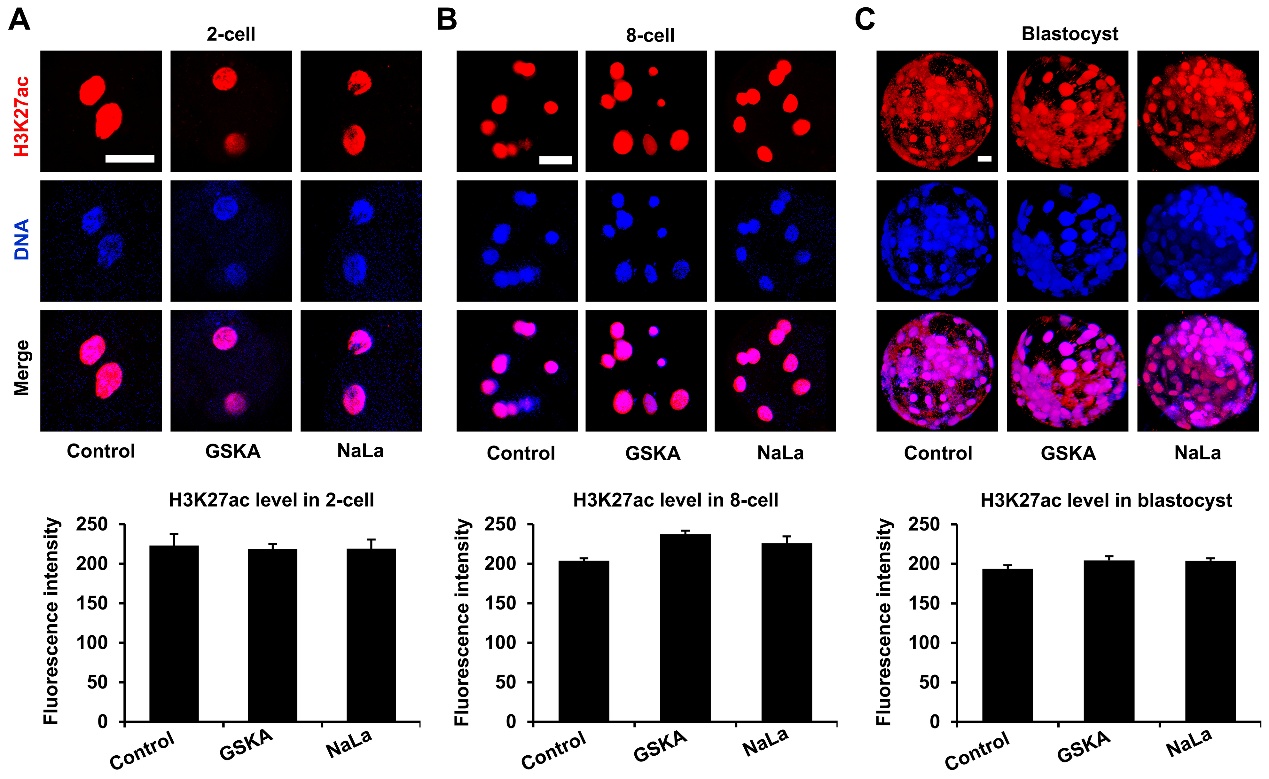

**Figure S4. Effects of GSKA and NaLa on H3K27ac levels in bovine early embryo**

(**A**) Representative images of H3K27ac immunofluorescence staining and fluorescence intensity level changes of 2-cell embryo in the control (n = 30), 200 pmol/L GSKA (n = 31), and 10 mmol/L NaLa (n = 25) groups. *R* = 3. Embryos were stained for H3K27ac (green) and DNA (blue). Reference scale bar: 25 µm. (**B**) Representative images of H3K27ac immunofluorescence staining and fluorescence intensity level changes of 8-cell embryo in the control (n = 28), 200 pmol/L GSKA (n = 25), and 10 mmol/L NaLa (n = 25) groups. *R* = 3. Embryos were stained for H3K27ac (green) and DNA (blue). Reference scale bar: 25 µm. (**C**) Representative images of H3K27ac immunofluorescence staining and fluorescence intensity level changes of blastocyst in the control (n = 26), 200 pmol/L GSKA (n = 24), and 10 mmol/L NaLa (n = 28) groups. *R* = 3. Embryos were stained for H3K27ac (green) and DNA (blue). Reference scale bar: 25 µm. Two-cell embryo, 8-cell embryo, and blastocyst were collected at 30 h, 60 h, and 168 h post-IVF, respectively. Statistical comparisons were performed using one-way ANOVA with Tukey’s HSD post hoc multiple comparison test. Different letters on the bars indicate significant differences (*P* < 0.05).

**Figure S5**

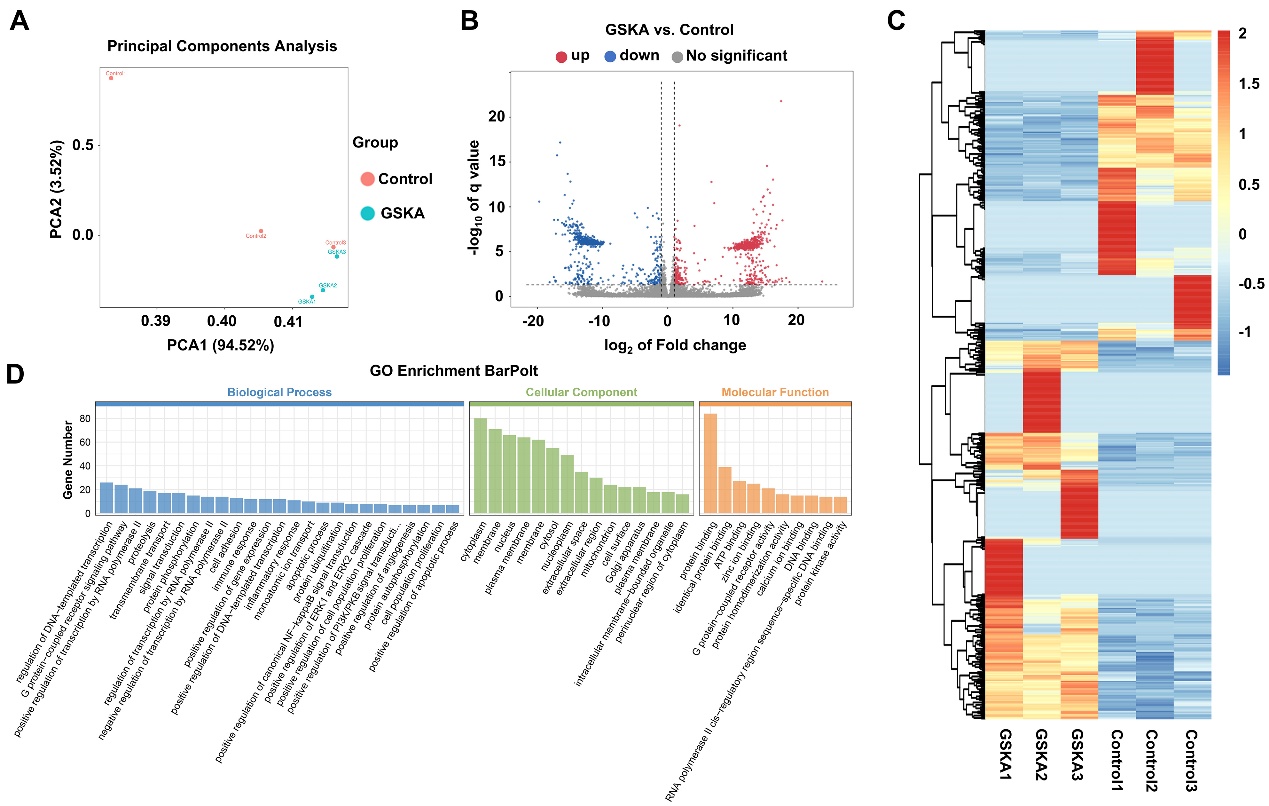

**Figure S5. Differential gene expression profile mediated by reduced histone lactylation levels in early bovine embryos**

(**A**) PCA cluster analysis of scRNA-seq data of 8-cell embryos in the control and 200 pmol/L GSKA groups. The light blue dots indicate the control group; the orange dots indicate the GSKA group. *R* = 3. (**B**) Volcano plot of genes in 8-cell embryos in the control and 200 pmol/L GSKA groups. The red dots represent significantly upregulated genes, and the blue dots represent significantly downregulated genes. 

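In the authors' deposited table of differentially expressed genes, 241 genes have an FPKM above 0 in 1 library and are listed at 0 in the other 5, among them ZNF25 in GSKA replicate 1 (7.09 FPKM), the nicotinic receptor subunit CHRNB2 in control replicate 2 (3.64 FPKM), and ADGB, the tyrosine-degrading enzyme HGD and the aldehyde dehydrogenase ALDH8A1 in control replicate 1 (1.33, 3.40 and 2.40 FPKM). Another 78 are above 0 in all 3 libraries of 1 group and at 0 in the other group, 44 in GSKA and 34 in the control group. Of the 218 genes above 0 in all 6 libraries, the groups of 216 do not overlap, in genes that were selected for a difference between the groups. Over all tested genes the groups of 19.4% do not overlap, where chance gives 10%. Of the 241 genes, 34, 42 and 38 were found in control replicates 1, 2 and 3 and 39, 50 and 38 in GSKA replicates 1, 2 and 3.

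**Figure D4:**
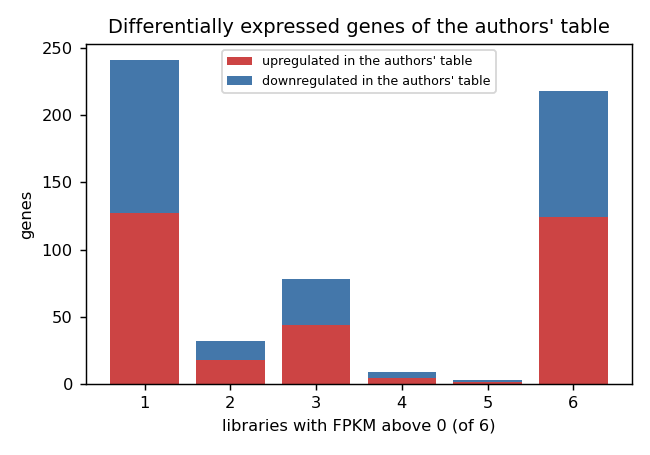
Number of genes of the authors' deposited table (vertical axis) by the number of libraries with an FPKM above 0 (horizontal axis), red for genes the table lists as upregulated and blue for downregulated. The tallest bars are 241 genes in 1 library and 218 genes in all 6.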

*R* = 3. (**C**) Cluster analysis of genes in 8-cell embryos in the control and 200 pmol/L GSKA groups. Red indicates a relatively high expression level; blue indicates a relatively low expression level. The X-axis is log_2_(fold change). The Y-axis is log_10_(q value). *R* = 3. (**D**) GO enrichment bar plot of DEGs. The blue bars represent biological process terms; the light green bars represent cellular component terms; and the light orange bars represent molecular function terms. The X-axis is different terms. The Y-axis is the number of genes enriched in different terms.

How the deposited data were processed for this re-analysis (not part of the article)

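RNA of 8-cell bovine embryos was measured in 6 libraries, 3 of the control group and 3 cultured with 200 pmol/L GSKA. The authors made the deposited FPKM values with cutadapt 1.9, HISAT2 2.0.4 and StringTie 1.3.4d, as the submitters' processing notes name them, and the genome build is not given in the sources used here. The authors also deposited a table of differentially expressed genes that they made with edgeR, which gives a fold, its log2 value, a p-value and a q-value per gene, and its smallest q equals 18862 times its p, the number of genes in the files. Gene names were taken from the files, where 15346 of 18862 genes have a symbol. FPKM values hold no counts, so depth is unknown, and no test on counts was run.

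Differences between the groups were tested in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with the group as the only term and an intensity trend in the variance. The 10654 genes with an FPKM of at least 1 in at least 3 libraries, of either group, were tested, and p-values were adjusted by the Benjamini-Hochberg method. The 24 gene lists were written before the data were examined, as were the settings, the alternatives and the rule for the genes named. That rule takes the 12 genes the study names, of which 11 are in the files by that symbol, the 12 largest rises and 12 largest falls among genes with a symbol, an adjusted p under 0.05 and no overlap between the groups, up to 4 members of each list with the smallest p, and from the authors' table the 3 highest and 3 lowest folds and up to 6 genes found in 1 library. The values of Table S3 had been seen when the settings, the alternatives and the rule were written. Transcripts named in the closing section outside this rule were chosen after their values were seen, as were the genes named by their annotation to a GO or KEGG term, and GSTM3, TRAPPC2 and the genes named by identifier.

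Gene lists with at least 3 tested members, 23 in all, were tested by camera with a preset inter-gene correlation of 0.01, adjusted over the lists, and again with an estimated correlation. The second test gave a higher p also for the polymerase and maternal lists, whose estimates lay below the preset. Its losses therefore cannot be laid to correlation alone. The X-linked list had no tested member. They cover RNA polymerase subunits, basal transcription factors, Mediator and elongation factors, the spliceosome, the cell cycle, endoplasmic reticulum protein processing, glycolysis, lactylation and acetylation enzymes, NAD metabolism, oxidative phosphorylation, mitochondrially encoded genes, embryonic genome activation, maternal-effect genes, blastocyst lineages, chromatin remodelling, stress, apoptosis, ribosomal proteins, one-carbon metabolism, retinoic acid, and markers of cumulus, sperm and blood cells. The 11 GO and KEGG terms the study names were tested with one-sided Fisher's exact tests and with camera, using the annotation in the files, which was not used for 1099 genes (GO) and 11 genes (KEGG). The separation of the groups was tested by an exact permutation over 10 splits, whose smallest p is 0.1.

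The test was run on 5 simulated data sets with the same number of libraries and genes, where it recovered 21.6% of genes changed by 1 on the log2 scale, 64.0% at 1.5, 93.6% at 2 and 99.2% at 3, and called 32 of 52070 unchanged genes. The changed genes in it were drawn from those with a mean log2(FPKM + 1) over 3, so lower genes are not covered. Shifted lists of 40 genes were found by camera in 5 of 5 simulations and 0 of 50 unchanged lists passed. Genes were simulated independently of each other, and each member of a shifted list was moved by 1 on the log2 scale. These counts therefore do not cover smaller shifts or lists whose members vary together, such as the mitochondrially encoded genes (estimated correlation 0.827). Alternatives covered the pseudocount, the filter on FPKM, the scaling between libraries, the replicate number as a block, the variance model, the thresholds and each library left out in turn. EU staining, immunofluorescence and qRT-PCR were not analysed here.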

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

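The tests on a response that switches genes on, on the 7SK loci, on the scaling between libraries, on slower development and on the count of genes past the test were chosen after the results were seen, and the patterns weighed were picked after the results between the groups were seen.

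Signals above the controls appeared in genes the study does not discuss. The sperm markers PRM1, TNP1, TNP2, ODF1 and SMCP summed to a mean of 7.21 FPKM in the GSKA libraries (7.09, 6.78 and 7.76) and to 0, 0.872 and 0 FPKM in the controls (exact permutation test, both tails, p = 0.1, the smallest possible). The 3 tested genes of the wider sperm list had a median log2 fold change of 0.63, with ODF2, which is outside this sum, at -0.39. DCN, which is not in the authors' table, had a mean of 5.33 FPKM in the GSKA libraries and 0, 0 and 1.18 FPKM in the controls. The U6 locus on chromosome 2 from 43463000 to 43463103, also outside the authors' table, had a mean of 6.59 FPKM in the GSKA libraries and was listed at 0 in each control.

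In the authors' table, 241 of 581 genes are above 0 in 1 library only. Among all genes above 0 in 1 library, 52.7% of those in the table and 51.9% of the others lie in a GSKA library, a difference of 0.836 percentage points (95% interval -5.84 to 7.52). The 1-library genes of the table thus lie in GSKA libraries about as often as the others. This cannot weigh a response that switches genes on in the GSKA group, since a gene on in all 3 GSKA libraries is in neither set. That response stays open. Detection near the floor, without regard to group, stays open. Of the 1140 genes above 0 in exactly 3 libraries, 14.1% fill a whole group (exact binomial interval 12.2% to 16.3%). That is above 10%, the share that chance gives with equal detection in each library, but not above the bound of 15% with its interval. The interval takes the genes as independent, although they share the same 6 libraries. Genes above 0 ranged from 14295 to 15370 per library, so detection was not equal. Of the 1140 genes, 85 fill the GSKA group and 76 the control group.

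Of 21 loci of 7SK, the RNA that holds the elongation factor P-TEFb inactive, 7 were tested and 5 were lower in each GSKA library than in each control, at log2 fold changes from -2.09 to -1.59, of which 1 fell at an adjusted p under 0.05. Of the 14 loci not tested, 11 had a lower mean after GSKA and 3 a higher one, among them 1 listed at 0 in each control and at 10.0, 5.71 and 0.0748 FPKM in the GSKA libraries. A lower yield of this size shared by all RNAs without a poly(A) tail is argued against by the other 194 small non-coding RNAs. Their median log2 fold change was -0.24 (bootstrap interval -0.38 to -0.08). It was -0.28 for 119 snoRNAs (-0.40 to -0.11) and -0.52 for 27 of the class misc_RNA (-0.84 to -0.01). For 41 snRNAs it was 0.24 (-0.25 to 0.40) and for 7 scaRNAs -0.24 (-2.09 to 0.12). A lower yield in some classes stays open. The paper primed poly(A) RNA with oligo(dT), so how RNAs without a tail entered the libraries is not known. Control replicate 1 alone is argued against, since the median of the 7 loci was -1.62 and -1.91 without that library (-2.68 to -1.26 when another library was left out too). Reads of 1 source locus shared among the copies cannot be told apart from a change at each locus: the 5 lower loci lay within 0.49 of each other, the other 2 tested, at -0.04 and 0.40, did not follow, and a response to GSKA stays open as a hypothesis.

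The median of the oocyte and maternal-effect genes lay 0.17 above that of all tested genes (log2). Control replicate 1 alone is argued against (0.24 without it, 0.15 to 0.25 when another library was left out too), while scaling between libraries stays open: the list did not pass after quantile normalization or median scaling (camera adjusted p = 0.0514 and 0.0867), and although its distance from all tested genes was still 0.15 at the lower of these (0.11 to 0.27 with a library left out), 1 factor per library hardly moves that distance. Slower development of the GSKA embryos, with maternal RNA kept and embryonic transcripts late, stays open: the median of the embryonic genome activation genes lay -0.22 from that of all tested genes (bootstrap interval -0.46 to 0.07). Within the groups, which 3 libraries each cannot settle, the mean levels of the 2 lists had Pearson's r = 0.654 (exact permutation p = 0.389) and Spearman's rho = 0.829 (exact permutation p = 0.139) between their deviations from the group means over 6 libraries. The sum of 13 cumulus markers was also higher in the GSKA libraries, and RNA of cumulus cells was not tested as a source; the methods remove these cells by pipette after fertilization and strip the zona pellucida before lysis.

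For the count of genes past the test, the 10 splits of the libraries are too few for a share under 0.05. The real split gave 38 genes and the highest of the other splits 1, and of the gene lists 7 and 3, and of the study's terms by camera 3 and 0. In each case 1 split, the real one, gave a result as large.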

How the results depend on the processing

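The PCAs on correlation matrices were added after the values were seen. The 25 called genes followed kept their sign in each alternative run. Their groups did not overlap, so a left-out library or another pseudocount, filter or variance model could not reverse the sign. In 201 of 419 gene-by-setting alternatives these genes no longer passed. Of 1082 such alternatives over the 65 genes followed that were not called, 6 passed (RRAD, TAF9B, GTF2A1L, HSPA1A in 2 settings and a 7SK locus) and 10 reversed. The ratio of distances between and within groups stayed above 1 in each alternative (1.04 to 1.25 with a library left out). Depth is unknown, so what it limits cannot be given. RARG has no value without GSKA replicate 1, camera has no robust option, and the causes of the changes below were not tested, except that a left-out library leaves fewer samples and no filter tests more genes.

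Genes higher and lower numbered 24 and 14. They numbered 7 and 8 with a pseudocount of 0.1, 15 higher with 0.5, 0 and 0 with no filter (limma, 1664 at an unadjusted p under 0.05), 14 higher after quantile normalization, 11 higher after median scaling, 3 and 4 without the intensity trend, and 425 and 229 at an unadjusted p with a fold change of 2. With a library left out they ranged from 1 to 31 and from 3 to 11. Of the genes called, those shared with the 38 were 22 of 33, 17 of 24 and 21 of 42 without control replicates 1, 2 and 3, and 6 of 6, 7 of 10 and 4 of 4 without GSKA replicates 1, 2 and 3. Genes of the authors' table past the test numbered 35, and 14 with a pseudocount of 0.1, 0 with no filter, 23 after median scaling, 6 without the intensity trend and 4 to 28 with a library left out. Of the 4 qRT-PCR genes 1 passed, 0 with no filter, 0 without the intensity trend and 0 to 1 with a library left out. Of the genes followed by the naming rule 25 passed, 11 with a pseudocount of 0.1, 0 with no filter, 5 without the intensity trend and 2 to 15 with a library left out. Gene lists past camera numbered 7, 0 with an estimated correlation and 3 to 6.0 with a library left out, and the study's terms by camera 3, and 0 with an estimated correlation.

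No clear pairing by replicate number was seen, though 3 libraries per group cannot exclude it. Deviations from the group means correlated at -0.082, 0.136 and -0.125 for numbers 1, 2 and 3, and 1 of the 3 control libraries correlated best with its own number. With the replicate block 12 genes were higher and 7 lower (17 of these 19 among the 38), 16 genes of the authors' table, 2 qRT-PCR genes and 12 named genes passed.

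Log2 fold changes that reversed with a library left out ranged from -0.14 (without control replicate 3) to 0.38 for CDX2, -0.49 to 0.16 (without control replicate 1) for EP300, -0.48 to 0.22 (without control replicate 1) for CREBBP, -0.21 to 0.24 (without GSKA replicate 1) for ACSS2, fitted with no filter, -0.61 to 0.040 (without control replicate 1) for MEPCE and -0.44 to 0.46 (without control replicate 2) for the 7SK locus ENSBTAG00000043709. Other reversals were CDX2 without GSKA replicate 2 (-0.09), ACSS2 without control replicate 3 (0.18), and that 7SK locus without GSKA replicates 1 and 2 (0.29 and 0.02). Lists that did not pass and reversed, with their camera adjusted p, were with no filter endoplasmic reticulum processing (0.938), NAD metabolism (0.628), oxidative phosphorylation (0.717), retinoic acid (0.785), cumulus markers (0.878) and blood markers (0.878). Blood markers also reversed with a pseudocount of 0.1 (0.928) and 0.5 (0.997), TPM scaling (0.995), the replicate block (0.982), no intensity trend (0.998), and without control replicate 3 (0.967) and GSKA replicate 1 (0.796), and oxidative phosphorylation with the replicate block (0.982) and without control replicate 1 (0.642) and GSKA replicate 1 (0.748). With a library left out the adjusted p ranged from 0.679 to 0.967 for blood markers, 0.766 to 0.927 for NAD metabolism, which reversed without control replicate 3 (0.902), and 0.621 to 0.927 for oxidative phosphorylation.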

Differences from the paper's values

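The paper reports 581 differentially expressed genes, 318 upregulated and 263 downregulated, and limma gave 38, 24 and 14. These counts come from unlike tests. The paper used edgeR, while limma here tested 10654 of 18862 genes, and 358 of the 581 were not among them. The paper's methods text gives P under 0.05 with a fold change of at least 2, and the q-values of Table S3 are all under 0.05. The largest p in the authors' deposited table is 0.00175. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with a fold change of 2 gave 654 genes, 425 higher and 229 lower, within 1.5 times the paper's, and 197 of these are in the authors' table. The other alternatives stayed apart from it by more than 1.5 times.

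In the PCA of Fig. S5A the first component holds about 95% and the second about 3.5%, by its axis labels, and here they held 34.9% and 25.6%. None of the alternatives set before the data were examined came within 1.5 times of those. Chosen after seeing the values, 3 PCAs on the correlation matrix of the libraries were tried, and the first component held 94.5% over FPKM of all genes (second component 3.53%), 94.4% over log values of the tested genes and 96.1% over log values of all genes. It is not known which matrix the authors used, and these PCAs call no genes and so drop none.

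For KEGG, Fig. 5C shows a -log10 P, read by eye, of about 1.0 for metabolic pathways, about 0.18 for the cell cycle, about 0.16 for protein processing in the endoplasmic reticulum, about 0.15 for basal transcription factors and about 0.04 for the spliceosome. The one-sided Fisher's exact test on the authors' table gave 0.454, 0.0825, 0.0697, 0.0967 and 0.0122. The genes found in 1 library only were left out in an alternative set after the FPKM values of Table S3 had been seen. The values were then 0.318, 0.281, 0.143, 0.201 and 0.0716. Of these, protein processing in the endoplasmic reticulum and basal transcription factors lie within 1.5 times of the figure and the other 3 do not. For GO, Fig. S5D shows about 14 genes for the regulation of transcription by RNA polymerase II, read by eye, and 8 were counted here, and 8 without the genes found in 1 library only. GO annotation of 46 genes of the authors' table was not used here.

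The paper states that samples clustered within their groups, and here 5 of 6 libraries were nearest to their own group and control replicate 3 was nearest to GSKA replicate 2. The paper names 11 GO and KEGG terms as the main enriched ones, and 0 of 11 passed Fisher's exact test over the genes called by limma or over the authors' table, while 3 passed camera with the preset correlation and 0 with an estimated correlation (adjusted p = 0.614 for RNA polymerase and 0.730 for basal transcription factors and the spliceosome). Read by eye, Fig. 5C has a -log10 P of about 1.0 or less for each KEGG term named, so none is at P under 0.05 there either. The genes called by limma included 29 with a GO and 12 with a KEGG annotation. With 0.0851 genes expected for RNA polymerase, that set is too small to decide on small terms. The paper lists RARG among the upregulated genes, and RARG was above 0 in GSKA replicate 1 only. It lists RRAD and MAT2A among the differentially expressed genes. Their directions here were the paper's, with adjusted p = 0.0825 and 0.0968 from limma, and DYNLRB1 fell. By qRT-PCR, which was not analysed here, the paper reports the same trends for RARG, RRAD, DYNLRB1 and MAT2A as in its sequencing. RRAD passed with the replicate block (adjusted p = 0.0474), and MAT2A in none of the alternatives run (0.0623 to 0.368).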

Other observations

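The comparisons of HEXIM1, LARP7, MEPCE, CDK9, CDKN1C, CD81, ASCL2 and GSTM3 were chosen after their values were seen.

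Transcripts of the ribosome, of mitochondria and of the stress response lay lower after GSKA as lists by camera with a preset correlation, not with an estimated correlation (adjusted p = 0.578 each) or without control replicate 1, with no single member past the test over all genes. Of 78 cytosolic ribosomal proteins the median log2 fold change was -0.19 (camera adjusted p = 7.59e-06; adjusted p = 0.578 with an estimated correlation, which was 0.571), with RPL39 at -0.83 and FAU at -0.64. Of 13 mitochondrially encoded genes it was -0.24 (camera adjusted p = 0.0140, and adjusted p = 0.578 with an estimated correlation, which was 0.827), with the cytochrome oxidase subunit COX1 at -1.03. Control replicate 1 carried the highest mitochondrial share, and without it the adjusted p was 0.190 for ribosomal proteins, 0.752 for mitochondrially encoded genes and 0.178 for stress genes. Mitochondrially encoded genes also did not pass without GSKA replicate 2 (0.0885), with no filter (0.0520) or after quantile normalization (0.231). Of 35 stress genes the median was -0.28 (camera adjusted p = 0.0164; adjusted p = 0.578 with an estimated correlation), with the lipid peroxide reductase GPX4 at -1.07 and HSPA1A, which fell when adjusted over the list alone, as GPX4 did, IER3 at -1.26 and the superoxide dismutase SOD1 at -0.56. The stress list did not pass without GSKA replicate 3 (0.0521) or with no filter (0.0520) either.

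GSTM3, a glutathione transferase, rose from 238 ± 35.1 to 669 ± 59.9 FPKM (SD, n = 3 libraries each, adjusted p = 0.0113 from limma). On chromosome 29, near the imprinted PHLDA2, CDKN1C was at 5.00 ± 0.749 FPKM in the controls and 1.15 ± 0.882 FPKM after GSKA (adjusted p = 0.126 from limma), ASCL2 at 0.339, 3.05 and 1.08 FPKM in the controls and listed at 0 in the GSKA libraries, and CD81 at a log2 fold change of 0.92 (adjusted p = 0.227). Of the partners of 7SK RNA, HEXIM1 was at -0.96, LARP7 at -0.58, MEPCE at -0.38 and the kinase CDK9 at 0.28 (log2 fold changes), none past the test.

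Lists that did not pass were apoptosis and p53 targets (median log2 fold change -0.10, camera adjusted p = 0.153, 22 tested), where MCL1 was at -0.87, and nuclear-encoded oxidative phosphorylation (median log2 fold change 0.09, camera adjusted p = 0.962, 74 tested), with SDHB at 0.87 and ATP5MC3 at -0.71. Others that did not pass were methionine and one-carbon metabolism (median log2 fold change -0.08, camera adjusted p = 0.197, 24 tested), where MAT2A and the serine dehydratase SDS fell when adjusted over the list alone, retinoic acid signalling (median log2 fold change 0.03, camera adjusted p = 0.594, 8 tested), with CRABP1 at -0.38, and NAD metabolism (median log2 fold change 0.00, camera adjusted p = 0.960, 9 tested), with KYNU at 1.06. The markers of other cells did not pass either: sperm (median log2 fold change 0.63, camera adjusted p = 0.486, 3 tested), where TNP2 rose when adjusted over the list alone, and blood and stroma (median log2 fold change -0.17, camera adjusted p = 0.962, 4 tested), where DCN rose. Blood and stromal markers summed to 15.3, 9.11 and 8.60 FPKM in the controls and 13.4, 10.7 and 8.94 FPKM in the GSKA libraries.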
